# An extragenital cell population contributes to urethra closure during mouse penis development

**DOI:** 10.1126/sciadv.adp0673

**Published:** 2024-12-06

**Authors:** Ciro Maurizio Amato, Xin Xu, Humphrey Hung-Chang Yao

## Abstract

The penis, the organ that bears reproductive and psychological importance, is susceptible to birth defects such as hypospadias or incomplete closure of urethra along the penis shaft. We discover that proper urethral closure in mouse embryos requires a unique mesenchymal cell population originated from outside of the penis. These “extragenital” cells, marked by a lineage marker *Nr5a1*, migrate from the inguinal region into the embryonic penis and facilitate urethra closure by interacting with adjacent periurethral cells via the epidermal growth factor pathway. Ablation of *Nr5a1*^+^ cells leads to severe hypospadias and alters cell differentiation in the penis. This discovery highlights the indispensable role of *Nr5a1*^+^ extragenital cells in urethra closure, shedding light on the biology of penis formation and potential implications for human hypospadias.

## INTRODUCTION

External genitalia are one of the few organs that originate as a bipotential primordium identical in embryos of both sexes and eventually differentiate into unique sex-specific organs. During sex differentiation, the external genital primordium transforms into a functionally and anatomically distinct structure: penis in the male and clitoris in the female. This developmental plasticity subjects the external genitalia to congenital abnormalities. Malformation of the penis is among the most common birth defects in the world (*1*). One such defect is hypospadias, where the urethra fails to close at the tip of the penis and, instead, exits somewhere along the shaft. Although hypospadias is common (1:125 male newborns), its etiologies are largely unknown. Gene mutations in androgen receptor (*AR*), 5-α reductase (*SRD5A2*), and steroidogenic factor 1 (*NR5A1*) are linked to hypospadias formation (*2*). Although these predisposing mutations provide a few possible causes for hypospadias, most human hypospadias cases remain unexplained.

Proper penis formation and urethral closure are facilitated by cross-talks between mesenchymal cell populations and the urethral epithelium, situated in the center of the penis. The urethral epithelium is flanked by the periurethra mesenchyme, which secrete various factors that act on the urethral epithelium (*3*–*5*). Neighboring the periurethral cells is an additional group of not well-defined mesenchymal cells that compose the prepuce of the penis (*6*). It is not clear what role these mesenchyme cells in the prepuce play in penis morphogenesis and urethral closure. The fact that 70% of the human cases of hypospadias do not have a known cause highlights the need of developing models to understand the basic biology of penile development. In this study, we applied mouse genetic models, single-cell sequencing, and ex vivo culture systems to discover cell types of the penis and the interactions among these cells in facilitating proper urethral closure.

## RESULTS

### Identification of an extragenital cell population in the penis

Sex-specific differentiation of the penis relies on androgens, especially dihydrotestosterone (DHT), for urethra development (*7*, *8*). The enzyme 5α-reductase, expressed in the external genitalia, converts testis-derived testosterone to DHT. Loss-of-function mutations in the 5α-reductase gene (*SRD5A2*) cause severe hypospadias in male individuals (*9*). Despite its role in penis development, the activation mechanism of 5α-reductase in fetal external genitalia remains unclear. We hypothesized that the master regulator of steroidogenesis, NR5A1 (or steroidogenic factor 1), may be responsible for 5α-reductase expression (*10*, *11*). To visualize cells that express *Nr5a1*, we developed the *Nr5a1-Cre^tg/−^*;*Rosa-LSL-tdTomato^+/f^* mouse model where *Nr5a1*^+^ cells are permanently marked with the fluorescent protein tdTomato (or *Nr5a1*^*tdTomato*+^ cells henceforth). We found that, at embryonic day 11.5 (E11.5), 1 day after the onset of penis formation in XY mouse embryos, no *Nr5a1*^*tdTomato*+^ cells were observed in any part of the posterior embryo including the external genitalia (fig. S1). However, 1 day later at E12.5, bilateral clusters of *Nr5a1*^*tdTomato*+^ cells appeared posterior to the hindlimbs in the inguinal region outside of the penis (Fig. 1A). At E14.5, the *Nr5a1^tdTomato+^* cell clusters extended from the inguinal region to bilateral posterior sides of the penis (Fig. 1B). As the urethra continued to close (E16.5 to E18.5), the *Nr5a1^tdTomato+^* cells moved medially and eventually became confluent along the proximal-ventral aspect of the penis (Fig. 1, C and D).

**Fig. 1.**
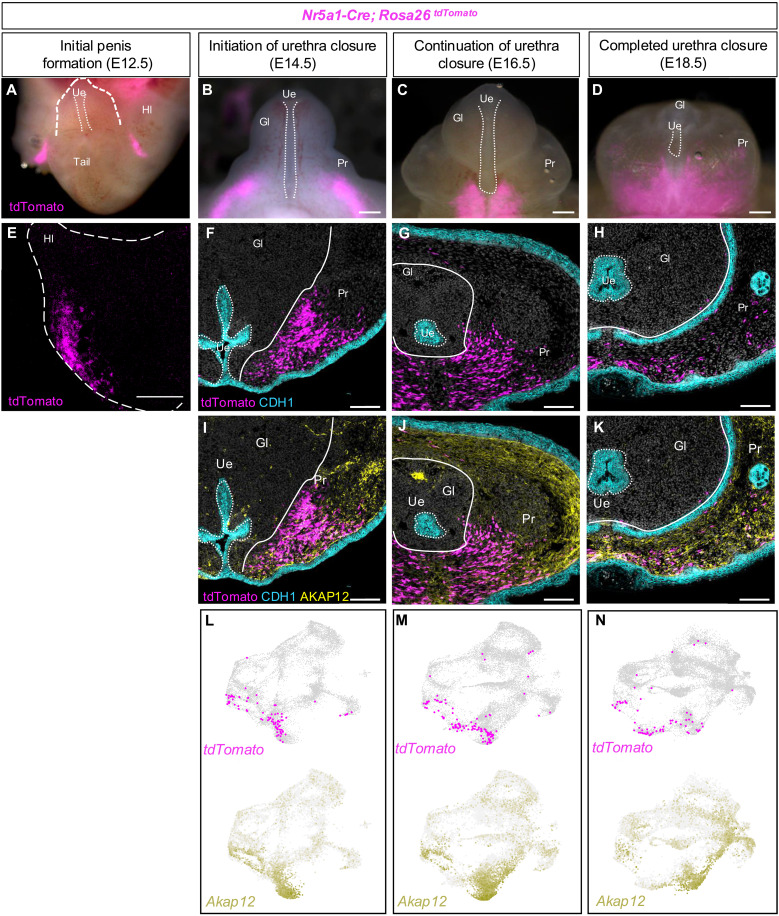
Contribution of hindlimb-derived *Nr5a1^tdTomato+^* cells to the fetal penis. (**A** to **D**) Whole-mount images of external genitalia from E12.5-E18.5 XY mouse embryos. *Nr5a1-Cre*;*Rosa26^tdTomato^* mice were used to label hindlimb cells in magenta. White dotted lines in (A) to (D) mark the open urethra on the ventral aspect of penis. The bracketed line in (A) demarcates the fetal penis. (**E**) Light-sheet image of the right hindlimb of an E12.5 mouse embryo; *Nr5a1^tdTomato+^* cells are labeled in magenta. (**F** to **H**) Immunofluorescent staining of penis cross sections at E14.5, E16.5, and E18.5 with magenta indicating cells with endogenous tdTomato fluorescence and blue labeling the epithelium (CDH1). (**I** to **K**) Overlay of prepuce marker AKAP12 from the same sections in (E) and (F). (**L** to **N**) Single-cell mRNA UMAP displaying the expression of tdTomato (red) and AKAP12 (yellow). Scale bars, [(A) to (E)] 200 μm and [(F) to (K)] 100 μm. Hl, hindlimb; Gl, glans; Pr, prepuce; Ue, urethra.

To investigate the identity and location of *Nr5a1^tdTomato+^* cells, we performed immunofluorescence for tdTomato, CDH1 (a marker for the epithelium of the urethra and epidermis), and AKAP12 (a marker for the general prepuce). In the whole-mount E12.5 XY embryos, *Nr5a1*^*tdTomato*+^ cells were not present in the external genitalia and, instead, were found under the epidermis of the inguinal region of the embryo, consistent with the whole-mount images (Fig. 1E and movie S1). At E14.5 onward, the *Nr5a1*^*tdTomato*+^ cells became a part of the preputial swellings based on the partial colocalization of the *Nr5a1^tdTomato^* fluorescence with the general prepuce marker, AKAP12, in both the histological sections and single-cell mRNA sequencing data (Fig. 1, I to N, and fig. S2). At E14.5 and E16.5, ~76 and 65% (*P* < 0.05) of *Nr5a1^tdTomato^* cells, respectively, expressed *Akap12* (*n* = 2)*.* By E18.5, 30% of *Nr5a1^tdTomato^* cells expressed *Akap12* (*n* = 2, *P* > 0.05), suggesting that *Nr5a1^tdTomato^* cells are heterogeneous and diverge from the general prepuce cell population. Throughout the rest of embryonic development, the *Nr5a1*^*tdTomato*+^ cells remained in the prepuce and became a confluent cell population along the ventral aspect of the penis, where the urethra once was located (Fig. 1, F to K). *Nr5a1^tdTomato+^* cells expressed distinct sets of genes, including *Myocd*, *Grem1*, *Scube2*, and others (fig. S3). These genes are commonly associated with smooth muscle cell types.

Although the *Nr5a1-Cre^tg/+^*;*Rosa-LSL-tdTomato^+/f^* model permanently labeled the cells as soon as they expressed *Nr5a1*, such model was unable to inform us the actual expression of *Nr5a1* after the labeling. To profile active expression of *Nr5a1* and determine whether *Nr5a1* is expressed in the genitalia, we examined the external genitalia using an additional *Nr5a1* reporter, *Nr5a1-GFP*, which represent actual *Nr5a1* expression at the time of examination (*12*)*.* An identical pattern of *Nr5a1^tdTomato+^* cell population was observed at E12.5 outside of the penis (fig. S4A). However, in contrast to the *Nr5a1-Cre^tg/+^*;*Rosa-LSL-tdTomato^+/f^* lineage tracing model, *Nr5a1-GFP* expression was not found within the penis at any stage after E13.5 (fig. S4B). This observation was also corroborated by our published single-cell mRNA sequencing dataset, which showed that *Nr5a1* gene expression was only detected in few cells (*2*–*5*) throughout penis development (fig. S4C). We next investigated whether *Nr5a1* is functionally important for penis development by controlling the expression of *Srd5a2*. We developed a conditional knockout of *Nr5a1* with the *Isl1^cre/+^* mice that target hindlimb and external genitalia (*13*). We first examined the *Isl1-Cre* activity by crossing the *Isl1^cre/+^* mice to the *Rosa-tdTomato* reporter mice. We found that the *Isl1-Cre* activity occurred at E10.5 before *Nr5a1* expression in the hindlimbs of the embryo (fig. S5, A and B). By postnatal day 0 (P0), almost the entire penis was positive for *Isl1-Cre* activity (fig. S5, C and D), indicating its feasibility to target *Nr5a1* deletion. When the *Nr5a1* gene was inactivated in the hindlimbs and genitalia (*Isl1^cre/+^*;*Nr5a1^f/−^*), the penis developed normally and *Srd5a2* expression was unchanged (*n* = 3) (fig. S6, A to D). On the basis of in situ hybridization, *Nr5a1^tdTomato+^* cells had minimal expression of *Srd5a2* in wild-type animals (*n* = 3) (fig. S6, A to D)*.* Together, these data reveal that *Nr5a1* is a lineage identifier that transiently marks a distinct extragenital progenitor population derived from outside of the embryonic penis. The expression of *Nr5a1* did not have an impact on urethra closure nor *Srd5a2* expression.

### The *Nr5a1*^*tdTomato+*^ cells actively migrate during urethra closure

To visualize the movement of the *Nr5a1*^*tdTomato*+^ cells during urethra closure, we developed an ex vivo penis slice culture system that enables us to observe the movement of *Nr5a1*^*tdTomato*+^ cells in real time (*14*). We collected external genitalia at E15.5, when urethra closure starts, and sliced them into 150-μm-thick sections for live imaging. At the beginning of the culture (0 hours), the urethra was physically connected to the skin and was not a closed tube in the center of the penis (Fig. 2A). The *Nr5a1*^*tdTomato*+^ cells at this time showed few signs of active cell migration (a lack of visible lamellipodia) and were bilateral to the central urethra (Fig. 2, A and D, and movie S2). Thirty-six hours after culture, lamellipodia were observed at the leading edge of the *Nr5a1*^*tdTomato*+^ cell population, and the distance between the bilateral populations of *Nr5a1*^*tdTomato*+^ cells shortened (Fig. 2, B and E, and movie S2). By 48 hours, the *Nr5a1*^*tdTomato*+^ cells filled in the space ventrally where the urethra was once open, resulting in a closed urethra (77% of experimental samples, *n* = 9) (Fig. 2C and movie S2). Upon investigating the migration tracks using the Imaris software, we found that the majority of the *Nr5a1*^*tdTomato*+^ cells migrate medially toward the urethra (Fig. 2F).

**Fig. 2.**
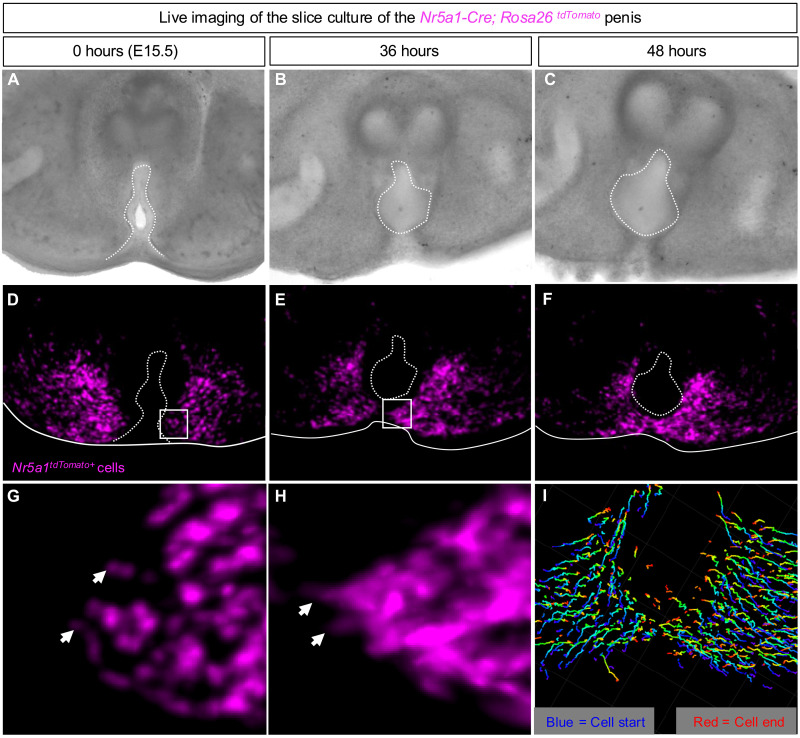
*Nr5a1^tdTomato+^* cells undergo extensive and active migration during urethra closure. (**A** to **C**) Bright-field images of penis slice cultures from *Nr5a1-Cre*;*Rosa26^tdTomato^* embryos at 0, 36, and 48 hours. (**D** to **F**) Fluorescent images of penis slice cultures from Nr5a1-Cre;*Rosa26^tdTomato^* embryos. Dotted lines represent the urethra, and solid lines outline the penis slice. White boxes in (D) and (F) represent magnified regions in (G) and (H)*.* White arrowheads designate filopodia in the same cell at 0 and 36 hours. (**I**) Dragon tail tracks generated by Imaris to mark the cell migratory paths. Blue colors represent the cell position at 0 hours, and red color is the position of the cells at 48 hours.

### Loss of *Nr5a1*^*tdTomato+*^ cells results in severe hypospadias

To test whether the *Nr5a1*^*tdTomato*+^ cells are essential for urethra closure, we ablated these cells using the diphtheria toxin cell ablation or *Rosa-LSL-DTA* model (*15*). In the presence of *Nr5a1-Cre*^*Tg*/+^, diphtheria toxin or DTA was induced, which halted translation and eventually caused cell death of the *Nr5a1*^*tdTomato*+^ cells. Ablation of *Nr5a1*^*tdTomato*+^ cells disrupted urethral closure as early as E16.5 (Fig. 3, A and E). At E17.5, when urethra closure had further progressed in the control embryos, the urethra of the *Nr5a1^tdTomato+^* cell–ablated mice remained open (Fig. 3, B and F). By E18.5 and P0, hypospadias was clearly apparent in the *Nr5a1*^*tdTomato*+^ cell–ablated mice (*n* = 7, 100% of mice) (Fig. 3, C, D, G, and H). Invariably, all *Nr5a1*^*tdTomato*+^ cell–ablated male mice developed extremely severe cases of hypospadias and preputial hypoplasia (Fig. 3, G and H). Histological sections demonstrated that the urethra was open at the base of the *Nr5a1*^*tdTomato*+^ cell–ablated penis in contrast to the control male where the urethra was completely closed (fig. S7, A and B). We further confirmed that *Nr5a1^tdTomato+^* cell ablation sufficiently removed the majority of the *Nr5a1^tdTomato+^* cells in these hypospadias penises (fig. S7, C and D). After conducting cell counts on the number of *Nr5a1^tdTomato+^* cells per section, we found a 72% decrease of *Nr5a1^tdTomato+^* cells in DTA^+^ penises (*P* < 0.05, *n* = 5). Overall, our results demonstrate that ablation of *Nr5a1^tdTomato+^* cells resulted in severe hypospadias.

**Fig. 3.**
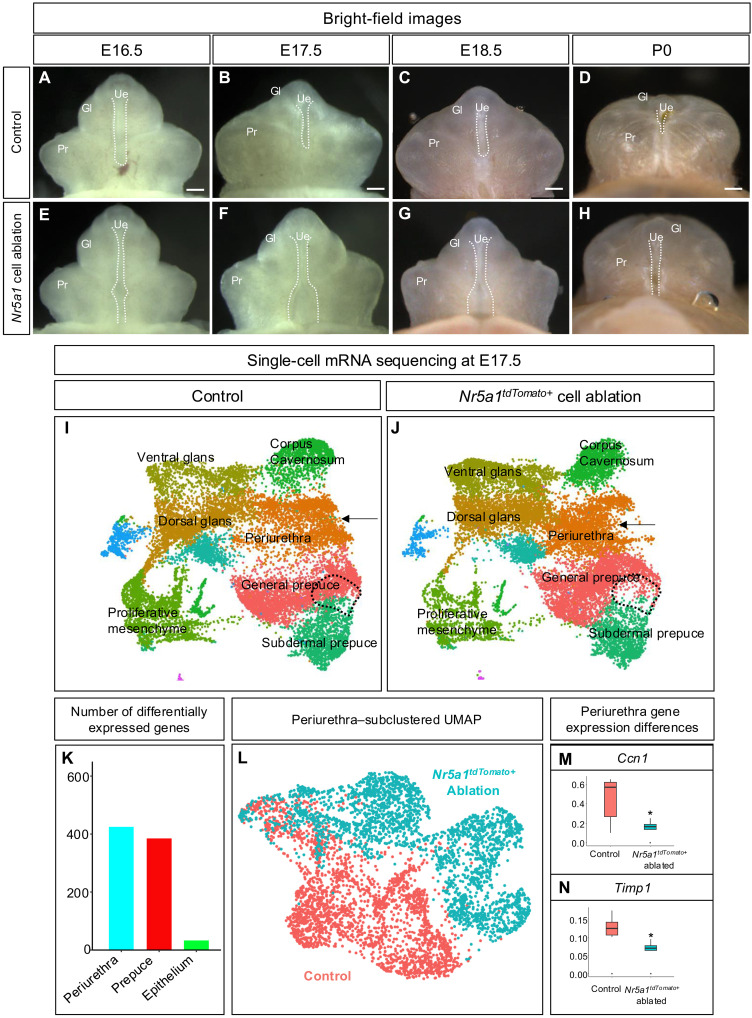
*Nr5a1^tdTomato+^* cells are required for urethra closure. (**A** to **H**) Whole-mount images of control [(A) to (D)] and *Nr5a1^tdTomato+^* cell–ablated [(E) to (H)] penises at E16.5, E17.5, E18.5, and P0. Dotted lines display regions where the urethra is open. (**I** and **J**) UMAP of control (I) and *Nr5a1^tdTomato+^* cell–ablated (J) penises with colors representing unbiased clusters of cells. Black dotted line represents a region where *Nr5a1^tdTomato+^* cells are lost in *Nr5a1^tdTomato+^* ablated penises, and black arrows represent a shift in periurethra transcriptome. (**K**) Bar graph of differentially regulated genes in the periurethra, prepuce, and epithelium. (**L**) Re-clustered UMAP of periurethral cells from control (red) and *Nr5a1^tdTomato+^* cell–ablated penises (blue). (**M** and **N**) Significantly altered genes (Ccn1 is a cell migration–related gene, and Timp1 is an extracellular matrix modifier) in *Nr5a1^tdTomato+^* cell–ablated periurethra. *P < 0.05.

The *Nr5a1-Cre*–induced ablation occurred in not only the penis but also the testes and adrenals. The size of the testes in *Nr5a1^tdTomato+^* cell–ablated embryos was markedly reduced and the adrenal glands could not be found in any of the embryos, demonstrating the efficiency of the cell ablation model (fig. S8, A to C). However, without functional testes, secondary impacts on the androgen-responsive organs, such as the external genitalia, are possible. To exclude the possibility that the hypospadias phenotypes in the *Nr5a1^tdTomato+^* cell–ablated penis were secondary to the degenerated testes and consequent androgen insufficiency, we supplemented the *Nr5a1^tdTomato+^;Rosa-DTA* embryos with testosterone propionate (0.2 mg per 10 g of body weight) during the critical window of urethra closure (E13.5 to E18.5) by injecting pregnant dams. The dose of testosterone was based on previously published papers (*16*), which was sufficient to masculinize female embryos, using androgen-controlled anogenital distance as the indicator (fig. S7, D and E). The *Nr5a1^tdTomato+^* cell–ablated male embryos that were exposed to testosterone propionate still developed severe cases of hypospadias in 75% of the animals (*n* = 7, *P* < 0.05) (fig. S7D). These data indicate that some of the hypospadias phenotype could be due to the loss of testis-derived androgens, but the loss of *Nr5a1^tdTomato+^* cells is the major cause of severe hypospadias.

Next, we investigated how the loss of *Nr5a1*^*tdTomato*+^ cells influences cell population dynamics in the penis. 

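The deposited data of the ablation experiment are 10x Genomics 3' single-cell libraries of E16.5 penises, 2 from control embryos without the Cre transgene and 2 from embryos in which *Nr5a1-Cre* switched on diphtheria toxin from the Rosa allele. The authors aligned the reads to the mm10 genome with the *tdTomato* sequence added and deposited, for each library, the number of unique molecular identifiers (UMIs, which mark single captured mRNA molecules) per gene and cell, without normalization. The first control held 12580 cells and 73577028 UMIs, the second 11607 cells and 53654435 UMIs. The first ablated library held 11510 cells and 50794318 UMIs, the second 11343 cells and 50779551 UMIs. *Ddx3y*, a gene of the Y chromosome, had between 4235 and 4760 UMIs per library, and *Xist*, which is active in female cells, between 5 and 9. *Nr5a1* itself had 1 UMI in each control and 2 in each ablated library. After the cell filters given in the methods, 31132 of the 47040 cells remained. They were clustered jointly with Seurat on 2000 variable genes and 30 principal components at resolution 0.8, with no removal of doublets. Of the 27 clusters, 19 were named from marker lists set before the data were examined and merged into 14 populations. Each name stands for a marker profile, as in periurethra-like or corpus cavernosum-like, since the authors' own cell labels were not used here. The other 8 clusters, with 11044 cells, stayed unnamed because too few markers or markers of another class led them. UMI counts were summed per sample and population, normalized to CPM (counts relative to the library size, corrected by edgeR's TMM method), filtered with filterByExpr and tested between the genotypes with edgeR's quasi-likelihood test, in populations with at least 20 cells in every sample. A gene with an adjusted p-value under 0.05 (Benjamini-Hochberg) is called differentially expressed. With 2 penises per genotype, an exact two-sided permutation test of a single value cannot go below p = 0.333, so differences rest on the model across all genes.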

We conducted single-cell mRNA sequencing on control (*Nr5a1-Cre^+/+^;RosaDTA^+/f^*) and *Nr5a1*^*tdTomato*+^ cell–ablated (*Nr5a1-Cre^Tg/+^;RosaDTA^+/f^*) penises at the time of urethra closure (*n* = 2) (E16.5). The unbiased cell clusters, or the composition of the cell populations, were similar between the control and *Nr5a1*^*tdTomato*+^ cell–ablated penis; however, transcriptomic shifts in several cell populations were identified (Fig. 3, I and J). 

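The periurethra held 8.07% ± 1.33 (SD, n = 2) of the cells in control and 8.36% ± 2.41 (SD, n = 2) in ablated penises. For the corpus cavernosum, the shares were 7.30% ± 0.431 (SD, n = 2) and 8.80% ± 1.22 (SD, n = 2). The distal glans took 12.2% ± 3.93 (SD, n = 2) and 15.6% ± 5.25 (SD, n = 2), and the epithelium 1.43% ± 0.329 (SD, n = 2) and 1.49% ± 0.626 (SD, n = 2). Of these 4 differences, only that of the corpus cavernosum exceeded the SD of both genotypes. The subdermal prepuce held 8.17% ± 4.38 (SD, n = 2) and 4.17% ± 0.187 (SD, n = 2), a log2 ratio of -0.97. Of its 10 leading genes, 5 differ between the genotypes. Here and below, a leading gene differs at an unadjusted p under 0.05 over all cells (edgeR's quasi-likelihood test). This cutoff is looser than that of the calls and was passed by 2408 of 15976 genes. At resolution 1.2 the subdermal prepuce held 267 and 857 control against 29 and 10 ablated cells. Its share thus depends on the clustering and is not taken as a change in size. The general prepuce went from 7.35% ± 1.93 (SD, n = 2) to 14.2% ± 4.76 (SD, n = 2), a log2 ratio of 0.95, but 2 of its 3 clusters are led by genes that differ between the genotypes, so this is not taken as a change in size. Proliferative cells fell from 10.8% ± 0.900 (SD, n = 2) to 5.74% ± 0.337 (SD, n = 2), a log2 ratio of -0.91; all 3 had an adjusted p of 0.216 from edgeR's quasi-likelihood test over 22 populations with Benjamini-Hochberg adjustment. In that test, 1 population had an adjusted p under 0.05, the smooth muscle-like cluster, but 8 of its 10 leading genes differ between the genotypes. Both a loss of these cells and lower expression in them would give that, so its change in share is not taken as a change in cell number. With the genes that differ left out of the clustering, no cluster was named smooth muscle-like, so its share was not tested there. At resolution 1.2, the setting that moved the number most, 7 populations passed. In simulated cell numbers with 1 population lowered 4-fold, the test recovered it in 13 of 20 runs, so smaller changes in share would often be missed with 2 samples per genotype.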

Markers of the *Nr5a1^tdTomato+^* cell population, *Grem1* and *Scube2*, were significantly down-regulated, confirming the loss of *Nr5a1^tdTomato+^* cells (fig. S8, A and B). 

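*Grem1* (ENSMUSG00000074934; chromosome 2 of GRCm38, 113746164 to 113758646) encodes a secreted antagonist of bone morphogenetic proteins. Summed over all cells, it was at 31.5 ± 10.0 CPM (SD, n = 2) in control and 20.2 ± 9.24 CPM (SD, n = 2) in ablated penises. Its log2 fold change was -0.65 (standard error 0.341, adjusted p = 0.425 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a difference about as large as the spread between samples. *Scube2* (ENSMUSG00000007279; chromosome 7, 109798676 to 109865679) was at 3.17 ± 0.882 CPM (SD, n = 2) and 1.96 ± 1.104 CPM (SD, n = 2), a log2 fold change of -0.71 (standard error 0.423, adjusted p = 0.477 from the same test). With each sample left out in turn, the log2 fold change stayed between -1.21 and -0.24 for *Grem1* and between -1.44 and -0.21 for *Scube2*. Adjusted over the list alone, that is over the 8 markers of the *Nr5a1 tdTomato+* cells named in the text, the values were 0.206 for *Grem1* and 0.225 for *Scube2*. Among the same 8 genes, *Col6a6* (-2.27), *Myocd* (-1.58) and *Timp1* (-0.70) had adjusted p-values over all genes of 0.103, 0.164 and 0.107, and 0.00902, 0.0173 and 0.00902 adjusted over the list alone. The direction differed between populations. In the subdermal prepuce, *Grem1* had a log2 fold change of -1.48 (standard error 0.249, adjusted p = 0.00633 by the same test) and *Scube2* one of -1.21 (adjusted p = 0.167). The cells of this population depend on the clustering, so its values may partly compare different cells. In the periurethra, *Grem1* was higher in the ablated penises (2.70, adjusted p = 0.0914) and *Scube2* lower (-2.42, adjusted p = 0.0714).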

Upon investigating the number of differentially expressed genes between the control and *Nr5a1^tdTomato+^* cell–ablated samples for each penis cell population, we found that the corpus cavernosum, periurethra, ventral distal glans, preputial mesenchyme, dorsal distal glans, and subdermal prepuce had the first (637), second (425), third (422), fourth (385), fifth (336), and sixth (217) most changed genes as a result of loss of *Nr5a1*^*tdTomato*+^ cells (Fig. 3K and fig. S9A). 

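Over all cells, 55 of 15976 genes were differentially expressed, 26 higher and 29 lower in the ablated penises. Among named populations the corpus cavernosum had the most, 817 of 10809 genes (392 higher, 425 lower). The distal glans, not divided here into ventral and dorsal cells, had 403 of 11331 genes (188 higher, 215 lower) and the subdermal prepuce 383 of 9917 (182 higher, 201 lower). In the periurethra, 362 of 11025 genes were called (165 higher, 197 lower), and in the general prepuce 255 of 11461 (178 higher, 77 lower). The number in the general prepuce varied widely between settings. It was 3 when the upper UMI limit was lifted and the cells re-clustered, and 1055 without the filter on low counts. The general prepuce joins 3 clusters, and in 2 of them 9 and 8 of the 10 leading genes differ between the genotypes. The cluster with 9 such genes held 1 and 9 control against 542 and 304 ablated cells. The number for the general prepuce thus partly compares different clusters. Leaving out the filter on low counts moved the corpus cavernosum to 94 genes and the periurethra to 886. In 200 simulated genes changed by 1 on the log2 scale, the test recovered 55% in the corpus cavernosum, 68.5% in the distal glans, 51.5% in the subdermal prepuce, 49.5% in the periurethra and 31.5% in the general prepuce. Genes with the largest changes were named among called genes with a mean of at least 20 CPM and no overlap between genotypes. In the corpus cavernosum they were *Elavl2* (log2 fold change 3.25), *Sfrp1* (3.00) and *Otor* (2.83), which rose, and *Igfbp5* (-3.20), *Kcnk2* (-2.69) and *Cd44* (-2.61), which fell. *Fkbp5*, not named by this rule, was at -2.77 there. In the distal glans the named genes were *Gt(ROSA)26Sor* (2.07), *Nr4a2* (1.92), *Gfra1* (1.67), *Tpd52l1* (-2.45), *Socs2* (-2.32) and *Pappa2* (-2.24). *Gt(ROSA)26Sor* is the transcript at the locus of the reporter and toxin alleles, so a difference in alleles may lie behind its rise. The subdermal prepuce was led by *Stc1* (3.49), *C130073E24Rik* (3.37), *Alkal2* (3.27), *Ly6a* (-7.57), *Smoc1* (-6.96) and *Mt2* (-3.81). *Ly6a* is also one of the markers that named this population. At resolution 1.2 the subdermal prepuce held 267 and 857 control against 29 and 10 ablated cells. Its calls may therefore partly compare different cells.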

The urethra epithelium had 33 genes differentially expressed and was one of the cell populations with the least amount of gene expression change due to *Nr5a1^tdTomato+^* cell ablation (Fig. 3K and fig. S9A). These data indicate that removal of *Nr5a1*^*tdTomato*+^ cells has a global and yet cell-type–specific impact on the cell populations of the external genitalia.

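The epithelium-like cells numbered 92 to 152 per sample and were led by *Krt14*, *Krt15*, *Krt5*, *Lor* and *Krtdap*, genes of the epidermis, so they are not urethral epithelium alone. In these cells 0 of 4905 genes were differentially expressed, with 228 at an unadjusted p under 0.05. Of 200 simulated genes changed by 1 on the log2 scale, 4.5% were recovered in these cells, so changes of that size were mostly not detectable there. Without the filter on low counts, 52 genes were called. When the 4 samples were regrouped so that each group held both genotypes, 25 and 2 genes were called, more than between the genotypes. The genotypes did not overlap for 33.9% of the genes tested, against 33.3% by chance.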

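The number of calls depends on how many cells are summed, so each population was also drawn down to the same number of cells per sample, 10 times. At 333 cells per sample, the median number of differentially expressed genes was 512.5 in the corpus cavernosum (range 440 to 620), 313.5 in the subdermal prepuce (243 to 355), 298 in the periurethra (243 to 355), 213 in the general prepuce (156 to 289), 157 in the distal glans (76 to 227) and 35 in proliferative cells (7 to 74). This order changes with the setting. With DESeq2 the corpus cavernosum (144) lay below the subdermal prepuce (193.5), the periurethra (166.5) and the general prepuce (157.5). Without the filter on low counts the subdermal prepuce (63.5) lay below the general prepuce (678), the periurethra (572.5) and the distal glans (301). At 92 cells, the number in the smallest epithelium sample, the periurethra had a median of 96.5 (40 to 166) and the epithelium 0, with a median of 187.5 genes at an unadjusted p under 0.05. This smaller number was chosen after the data were seen. The difference in response between periurethra and epithelium, tested as an interaction in edgeR, reached an adjusted p under 0.05 for 47 of 10686 genes. In the epithelium alone 4905 genes passed the filter on low counts, so many of the 10686 had few counts there. Over 21 populations with a test, 2738 genes were called at least once, 1504 of them in 1 population and 79 in 6 or more. *Fkbp5* was lower in all 16 populations in which it was tested, with an adjusted p under 0.05 in 14. Among 5 mesenchymal populations, 1092 of 1571 called genes (69.5%) were called in 1 only, and 10 in all of them; a gene called in 1 population is not thereby shown to respond differently in the others. The paper takes its numbers of changed genes per population to indicate an effect of the ablation that is both global and specific to the cell type.

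**Figure D1:**
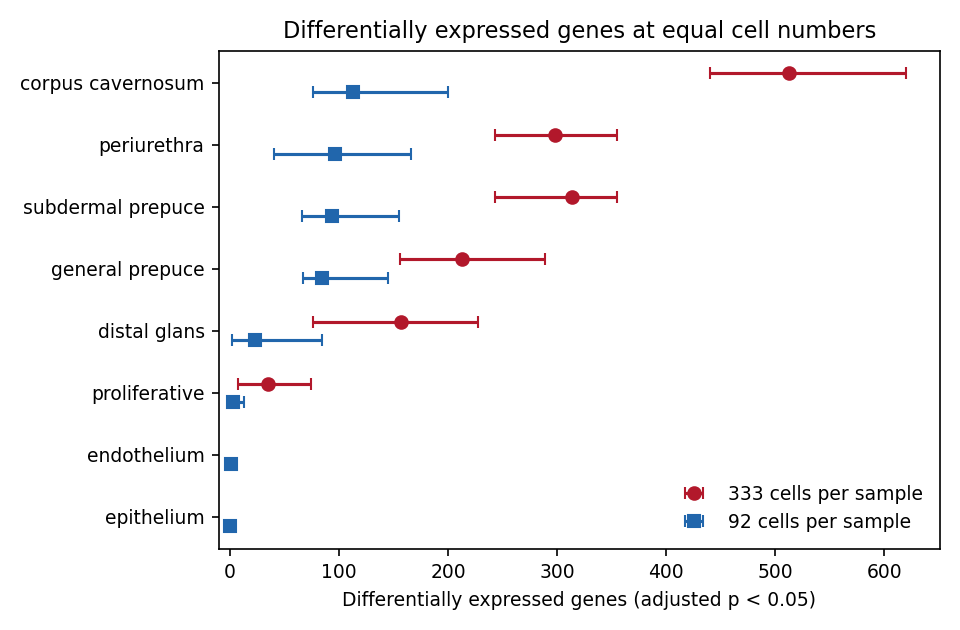
Number of differentially expressed genes (x axis) per population (y axis) when every population is drawn down to 333 (red circles) or 92 (blue squares) cells per sample. Symbols are medians and bars the range of 10 draws; with edgeR's quasi-likelihood test and the filter on low counts, the corpus cavernosum has the highest median at both numbers, 512.5 and 112.5 genes.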

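The periurethra-like population joined 2 clusters of the joint clustering. One of them, with 1356 cells, was enriched for *Foxl2*, *Foxf1* and *Foxf2*. The other, with 1208 cells, was enriched for *Foxf1*, *Foxf2*, *Ptch1*, *Gli1* and *Hhip*. Together they held 592 and 561 cells in the controls and 524 and 887 in the ablated penises. The cells were not clustered again by themselves.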

To gain insight into how the periurethral cells were affected in the absence of *Nr5a1*^*tdTomato*+^ cells, we bioinformatically separated these cells from the single-cell dataset (Fig. 3, I and J) and re-clustered them (Fig. 3L). 

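Among the 11025 genes tested in the periurethra, called genes included, 1730 had an unadjusted p under 0.05. A log2 fold change of at least 1 in either direction was found for 694 of the 11025. For 47.3% of the genes tested, the samples of both genotypes did not overlap, against 33.3% by chance. With edgeR's likelihood ratio test in place of the quasi-likelihood test, 651 genes were called. With every cell thinned to 1000 UMIs the number was 190, and all 276 genes of the main list that were still tested kept their direction. The largest rises among genes with a mean of at least 20 CPM were *Neto1* (log2 fold change 4.58), *Syt1* (4.16) and *Esr1* (3.70). *Neto1* and *Syt1* are also among the leading genes of a cluster of the general prepuce. That cluster held 1 and 9 control against 542 and 304 ablated cells. Cells or RNA of that cluster within the periurethra-like population are not excluded as a source of these rises. The largest falls were *Fkbp5* (-4.98), *Dner* and *Mup18* (-4.11); *Mup18* belongs to a family of near-identical paralogs and its counts are uncertain. *Fkbp5* (ENSMUSG00000024222; chromosome 17 of GRCm38, 28399094 to 28517527) went from 122 ± 2.36 CPM (SD, n = 2) to 4.19 ± 2.15 CPM (SD, n = 2), with an adjusted p of 6.11e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.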

The periurethral cells in the *Nr5a1*^*tdTomato*+^ cell–ablated penis were significantly different from the control in their transcriptome with 654 differentially expressed genes (Fig. 3L). Gene Ontology analysis on the differentially expressed genes showed significant changes in pathways such as axonal guidance and fibrosis pathways (fig. S9B). 

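*Dner* (ENSMUSG00000036766; chromosome 1 of GRCm38, 84369839 to 84696221), which encodes a transmembrane protein with EGF-like repeats, was at 56.7 ± 26.2 CPM (SD, n = 2) in the control and 1.82 ± 0.366 CPM (SD, n = 2) in the ablated periurethra. The log2 fold change was -4.86 (standard error 0.456, adjusted p = 0.000586 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ccn1* (ENSMUSG00000028195; chromosome 3, 145646976 to 145649981) fell from 173 ± 29.6 to 48.8 ± 4.43 CPM (SD, n = 2 each), a log2 fold change of -1.83 (standard error 0.176, adjusted p = 0.000684). It is also an immediate early gene that can respond to tissue dissociation. *Itga4* (ENSMUSG00000027009; chromosome 2, 79255426 to 79333123) rose from 26.7 ± 10.3 to 106 ± 24.3 CPM (SD, n = 2 each), a log2 fold change of 2.00 (standard error 0.262, adjusted p = 0.00333). *Timp1* (ENSMUSG00000001131; chromosome X, 20870166 to 20874735) was lower, at 18.3 ± 0.374 against 11.6 ± 1.27 CPM (SD, n = 2 each), but with a log2 fold change of -0.68 its adjusted p was 0.239. *Cnn1* (ENSMUSG00000001349; chromosome 9, 22099216 to 22109630) had too few UMIs in the periurethra to be tested; over all cells its log2 fold change was -1.87 (adjusted p = 0.249). All adjusted values are from the same test.

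**Figure D2:**
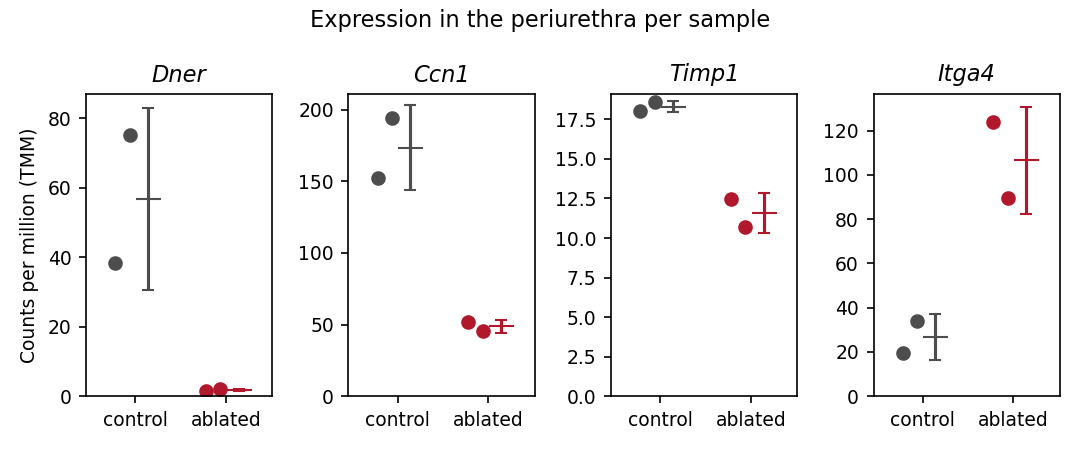
Expression of *Dner*, *Ccn1*, *Timp1* and *Itga4* in the periurethra (y axis, TMM-normalized CPM) in control (grey) and ablated (red) penises. Points are single samples and the crossbars with error bars their mean and SD (n = 2); the points of the genotypes do not overlap for any of the genes.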

In the axonal guidance pathways, several cell migration–related genes (*Cnn1*, *Dner*, and others) were altered, while the fibrotic pathways had changes in extracellular matrix gene expression (*Timp1*, *Itga4*, and others) (Fig. 3, M and N, and fig. S9C). The loss of *Nr5a1*^*tdTomato*+^ cells has a substantial impact on the periurethral cells, particularly the expression of extracellular matrix and cell migration genes in these cells.

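Of 17 genes labelled in the periurethra panels of the supplementary figure, 11 were differentially expressed in the periurethra and all 17 changed in the direction shown. The other 6 were *Cxcl1* (log2 fold change -1.41, adjusted p = 0.0513), *Dnm3* (-1.09, 0.0762), *Cxcl12* (0.25, 0.431), *Robo2* (0.74, 0.147), *Tead1* (0.58, 0.0626) and *Dcc* (1.45, 0.166), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Apart from *Dner*, the called genes with the largest changes were *Spock2* (-1.91) among those that fell and *Lum* (2.99) among those that rose. *Lum* varied widely between the ablated penises, at 167 ± 115 CPM (SD, n = 2) against 20.8 ± 3.90 CPM (SD, n = 2) in the controls.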

### *Nr5a1^tdTomato+^* cells interact extensively with the neighboring periurethra mesenchyme

To investigate how *Nr5a1*^*tdTomato*+^ cells communicate with the urethra epithelium and periurethra mesenchyme, we identified potential ligands and receptors expressed by these three distinct cell types over the course of urethra closure by analyzing the single-cell sequencing data with the CellPhoneDB v2.0 package (Fig. 4A) (*17*). At the initiation of urethra closure (E14.5), extensive potential interactions (211 ligand-receptor pairs) were detected between the *Nr5a1*^*tdTomato*+^ cells (magenta) and the periurethra (yellow) mesenchyme (Fig. 4, B and E). Interactions between the epithelium (cyan) and either the periurethra or *Nr5a1*^*tdTomato*+^ cells were low to moderate (Fig. 4, B and E). Gene Ontology analyses of the ligands and receptor pairs between the *Nr5a1*^*tdTomato*+^ cells and periurethra revealed a significant enrichment of fibrotic and cell migration–related pathways. Similar relationships were found at both the continuation of urethra closure at E16.5 and completed urethra closure stages at E18.5 (Fig. 4, F, G, I, and J). At these two stages, interaction between *Nr5a1*^*tdTomato*+^ and periurethral cells remained to be the strongest, although the number of ligand-receptor interactions decreased at E18.5 (*n* = 127) (Fig. 4, E to G). Results from these analyses reveal that there is extensive communication between the *Nr5a1*^*tdTomato*+^ cells and the neighboring periurethra and a moderate amount of interaction between *Nr5a1*^*tdTomato*+^ cells and urethral epithelial cells.

**Fig. 4.**
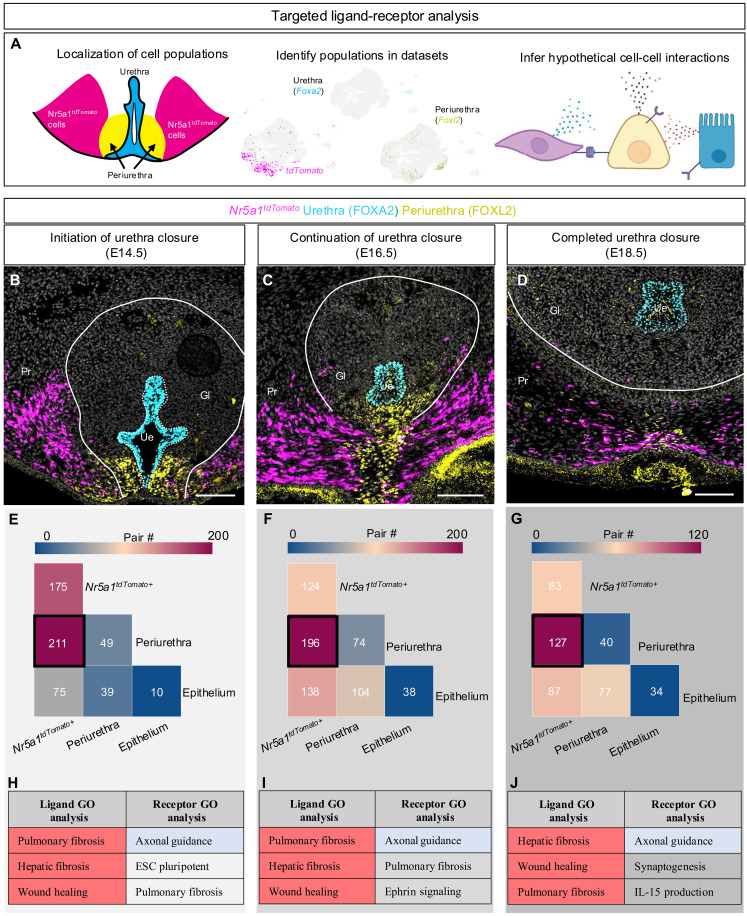
*Nr5a1^tdTomato+^* cells communicate extensively with neighboring mesenchymal cells. (**A**) Depiction of experimental design to identify potential ligand-receptor interactions. (**B** to **D**) Immunofluorescence of coronal penis sections at E14.5, E16.5, and E18.5, with FOXA2 (cyan for urethra), FOXL2 (yellow for periurethra), and tdTomato (magenta for *Nr5a1^tdTomato+^* cells). Scale bars, 100 μm. Gl, glans; Pr, prepuce; and Ue, urethra. (**E** to **G**) Tile plots were used to present the numbers of ligand-receptor pairs with red representing a high number of ligand-receptor pairs and blue representing a low number of ligand-receptor pairs. (**H** to **J**) Gene Ontology (GO) analysis of ligands and receptors identified from the ligand-receptor analysis within the periurethral cell population. Terms are listed in order of significance. Magenta-shaded cells represent conserved processes for ligands, blue-shaded cells represent conserved ontologies for receptors, and gray-shaded cells represent ontologies not conserved between all stages. IL-15, interleukin-15. ESC, embryonic stem cell.

### *Nr5a1*^*tdTomato+*^ cell migration and urethra closure are dependent on EGF signaling

To identify the mechanism through which *Nr5a1*^*tdTomato*+^ cells facilitate urethra closure, we searched the CellPhoneDB results for critical paracrine signaling factors from *Nr5a1*^*tdTomato*+^ cells (*18*). *Neuregulin-1* (*Nrg1*), a member of the epidermal growth factor (EGF) family, was significantly enriched in the *Nr5a1*^*tdTomato*+^ cells compared to periurethra mesenchyme and urethra epithelium just before the initiation of urethra closure (E14.5) (Fig. 5A). Other EGF members (*Egf*, *Tgfa*, *Areg*, *Btc*, and *Ereg*) had little to no expression in most of the cell populations (Fig. 5A). Using RNAscope, we found considerable enrichment of *Nrg1* mRNA in the *Nr5a1*^*tdTomato*+^ cells in the penis (Fig. 5, C and D), supporting the single-cell mRNA sequencing data. NRG1 proteins signal through the receptor tyrosine kinases ERBB3 and ERBB4 and with less affinity to EGF receptor (EGFR) in several cell types (*19*). ERBB2 has no known ligand and mainly serves as a critical co-regulator for the other three EGF-related receptors (*20*). The periurethra mesenchyme had significant enrichment of *Egfr* and *Erbb2* receptors, whereas the urethra epithelium expressed *Egfr*, *Erbb2*, and *Erbb3* (Fig. 5B). The *Nr5a1*^*tdTomato*+^ cells had some enrichment of *Egfr* and *Erbb2*; however, expression intensity of these genes was low. These data implicate both the periurethra and urethra epithelium as potential targets of *Nr5a1*^*tdTomato*+^ cell–derived NRG1.

**Fig. 5.**
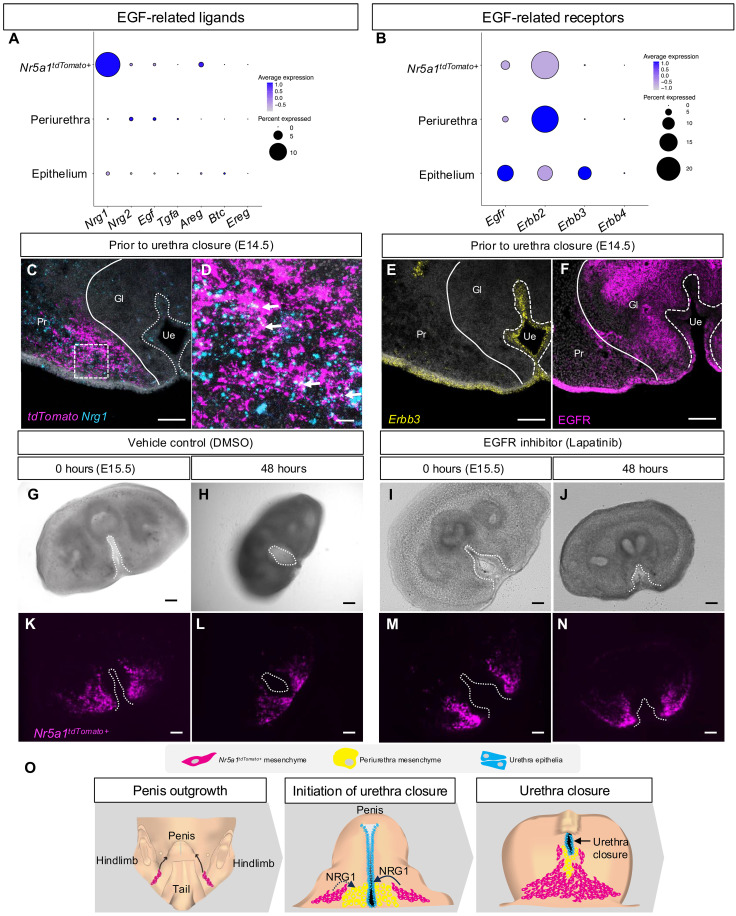
EGF signaling from *Nr5a1^tdTomato+^* cells as a critical pathway for urethra closure. (**A** and **B**) Dot plot of EGF-related ligand and receptor gene expression from single-cell mRNA sequencing data of normal genitalia at E14.5. (**C** and **D**) Low and high magnifications of RNAscope images of control penis sections at E14.5 stained for *Nrg1* (cyan) and tdTomato (magenta). (**E** and **F**) RNAscope and immunofluorescent images of control penis sections for *Erbb3* (yellow) and EGFR (magenta) (**G** to **J**) Bright-field and (**K** to **N**) fluorescent images of control and EGFR inhibitor exposed slice culture sections at 0 and 48 hours. (**O**) Summary of *Nr5a1^tdTomato+^* cell role in penis development. White dotted lines outline the urethra in all images. Scale bars, [(B) and (E) to (N)] 100 μm and (C) 20 μm. Gl, glans; Pr, prepuce; Ue, urethra.

To determine whether EGF signaling through *Nr5a1^tdTomato+^* cell–derived NRG1 is essential for urethra closure, we took advantage of the slice culture system that we developed (Fig. 2) and cultured the *Nr5a1^tdTomato+^* penis slices with Lapatinib, an EGFR and ERBB inhibitor, or dimethyl sulfoxide (DMSO) as the vehicle control (Fig. 5, G to N). Lapatinib specifically inhibits the phosphorylation and activation of the tyrosine kinases, EGFR and ERBB2 (*21*, *22*). Penis slices exposed to DHT and DMSO underwent normal urethra closure with the *Nr5a1*^*tdTomato*+^ cells, completing full migration (75% urethra closure, *n* = 6) (Fig. 5, G, H, K, and L, and movie S3). On the other hand, DHT and Lapatinib inhibited *Nr5a1*^*tdTomato*+^ cell migration and led to failure of urethra closure (0% urethra closure, *n* = 7) (Fig. 5, I, J, M, and N, and movie S4). These data support that the EGF signaling, likely activated by NRG1 from the *Nr5a1*^+^ mesenchymal cells, facilitates urethra closure.

## DISCUSSION

Formation of the penis requires the coordination of cells from unique developmental origins. Cells derived from the umbilicus and the tailgut undergo extensive outgrowth and differentiation to form the dorsal and ventral aspects of the genital tubercle, respectively. Here, we identify that a transcriptionally distinct group of cells, originating from the inguinal region of the embryo, contributes to penis development, particularly the closure of urethra (Fig. 5O). Once these extragenital cells enter the penis, they undergo extensive migration and secrete paracrine factors that facilitate urethra closure (Fig. 5O).

Cells derived from the inguinal region have been suggested to be involved in penis development through evolutionary studies and correlations of human genital defects with hindlimb abnormalities. In chickens, cells posterior to the hindlimb had the potential to occupy the genital tubercle (*23*). The hemipenes in squamate reptiles, which is a paired genital organ, form immediately adjacent to the hindlimb buds of the embryo (*24*, *25*). Hypospadias and other genital defects in humans were correlated with hindlimb abnormalities. For example, cases of sirenomelia, a birth defect in humans where the hindlimbs fuse together during development, are associated with hypospadias and penile hypoplasia (*26*, *27*). In mice, loss of *Bmp4*, *Wnt5a*, or *Hoxa13* caused disruptions in both hindlimb and penis development (*26*, *28*, *29*). This circumstantial evidence points to the potential contribution of extragenital cells near the hindlimb to penis formation. However, this hypothesis has never been definitively tested in a mammalian organism. We discover that, in the mouse embryo, the extragenital cells originate near the inguinal region of the embryo and then migrate to the developing penis.

The extragenital cells, but not other cell populations in the penis, have enriched expression of a ligand from the EGF signaling family, *Nrg1*. NRG1 is commonly associated with cell migration in Schwann cells and neural crest cells (*22*). In intestinal organoids of epithelial cells, NRG1 treatment induced actin-cytoskeleton alternations, which caused increased budding and tube formation (*19*, *30*). NRG1 signals mainly through receptors ERBB3 and ERBB4, which commonly heterodimerize with EGFR and ERBB2 to facilitate signaling (*31*). *Egfr* and *Erbb3* were expressed in the periurethral cells and adjacent urethra epithelium, suggesting that NRG1 from the extragenital cells could act as a paracrine factor on either the periurethral cells or urethra epithelium to aid in urethra closure.

In addition to being enriched with signaling ligands, the *Nr5a1^tdTomato+^* cells were enriched with a suite of extracellular matrix modifiers (*Timp1*, *Adamts9*, *Col23a1*, *Col6a6*, and others). Also, a large portion of the periurethra/urethra/*Nr5a1^tdTomato+^* communication was related to extracellular matrix components. Extracellular matrix components are critical for tubular formation across organ systems (*32*). In neural tube closure, the proteases, *Adamts9* and *Adamts20*, are critical for proper tubular formation (*33*). When *Adamts9* and *Adamts20* are knocked out, versican, a component of extracellular matrix, was elevated. In *Pax3*-knockout mice, versican is abundantly expressed, which is correlated with inhibition of neural crest cell migration and the closure of the neural tube (*34*). The developing penis has abundant expression of versican, and modifications of this extracellular matrix protein and others could play a role in urethra closure.

Despite that birth defects of the male urogenital system are some of the most common birth defects in the world, a large proportion of human hypospadias cases remain unexplained. This is likely due to the lack of information on gene regulation and cell population function within the developing penis. With the findings from this study, the genetic and environmental contributors to hypospadias can be better identified, thus allowing us to develop preventatives or better alternative treatment for this far too common birth defect.

## MATERIALS AND METHODS

### Mouse models

*Nr5a1-Cre^Tg/Tg^* [B6D2-*g(Nr5a1-cre)2Klp*] mice were generated by the late Keith Parker (*35*). *Rosa-LSL-tdTomato^f/f^* [B6.Cg-*Gt(ROSA)26Sor ^tm9(CAG-tdTomato)Hze^*], Isl1-Cre^cre/+^ [Isl1tm1(cre)Sev/J], and *Rosa-LSL-DTA^f/f^* [C.129P2(B6)-Gt(ROSA)26Sortm1(DTA)Lky/J] were purchased at the Jackson Laboratory (*36*). All mice used for lineage tracing and single-cell RNA sequencing contain the alleles for *Nr5a1-Cre^Tg/+^;Rosa-LSL-tdTomato^+/f^. Nr5a1-Cre^Tg/+^;Rosa-LSL-tdTomato^+/f^* were generated by crossing *Nr5a1-Cre^Tg/Tg^* male mice with female *Rosa-LSL-tdTomato^f/f^*. Observation of a vaginal plug was defined as embryonic day or E0.5. At dissection developmental stage was confirmed by the Theiler staging criteria, and mice were sexed by evaluating presence of testis or ovaries. Presence of tdTomato fluorescence was used to confirm the genotype.

*Nr5a1^tdTomato+^* cell ablation experiments used a mouse model with a diphtheria toxin gene inserted into the Rosa allele (*Rosa-LSL-DTA^f/f^*) (*15*). To generate *Nr5a1^tdTomato+^* cell ablation mice (*Nr5a1-Cre^Tg/+^;Rosa-LSL-tdTomato^+/f^;Rosa-LSL-DTA^+/f^*), *Nr5a1-Cre^Tg/+^;Rosa-LSL-tdTomato^+/f^* male mice were crossed with *Rosa-LSL-DTA^f/f^* female mice. Embryos were sexed by the presence (female) or absence (male) of the Barr body via Giemsa staining of the amnion (*37*) and were genotyped by probing for the presence of a Cre allele. We confirmed that *Nr5a1-Cre* also targets the adrenal glands and activation of diphtheria toxin caused a complete loss of adrenals (fig. S7). To determine the role of lack of androgens in the phenotype of these *Nr5a1^tdTomato+^* cell ablation embryos, pregnant *Rosa-LSL-DTA^f/f^* females were supplemented daily subcutaneously with 0.2 mg/10 g of testosterone propionate (Sigma-Aldrich, T1875-5G) from E13.5 to E18.5 to replace lost testosterone due to testis ablation. All animal procedures were approved by the National Institute of Environmental Health Sciences (NIEHS) Animal Care and Use Committee and follow a NIEHS-approved animal study proposal (ASP 2010-0016).

### Slice culture of the external genitalia

*Rosa-LSL-tdTomato^f/f^* female mice crossed with *Nr5a1-Cre^Tg/Tg^* male mice were euthanized at E15.5. Once pups were removed from the uterus and decapitated, bodies were kept on ice. Male embryos were separated on the basis of the presence of testis. Female embryos were not used in these studies. Once sex was defined, male genitalia were removed and embedded in 4% low melting agarose (GeneMate E-3112-125). Low melting agarose was mixed with sterile 1× phosphate-buffered saline (PBS) and microwaved for 1 min to dissolve, and it was kept at 37°C for a minimum of 1 hour before embedding. Leica VT1000S vibratome was used to make 150-μm coronal sections of penises. Section speed was between 0.1 and 0.3 mm/s to maintain tissue integrity. All sectioning was conducted in ice cold, sterile 1× PBS. Sections were selected for culture based on (i) presence of tdTomato fluorescent *Nr5a1^tdTomato+^* cells and (ii) lack of urethra closure. The selected sections were placed in a 0.4-μm cell culture insert (MilliporeSigma, PICM01250) that was saturated with slice culture medium. Slice culture medium consisted of phenol red–free Dulbecco’s modified Eagle’s medium/F12 (Gibco, 21041-025), 10% charcoal-stripped fetal bovine serum (Sigma-Aldrich, F6765), and 1% penicillin/streptomycin (Sigma-Aldrich, P4333). DHT (10^−4^ M) (Steraloids, A2570-011) or Lapatinib (1 μM) (Sigma-Aldrich, D8418-100ML) was added to examine the loss of EGF-related signaling. Culture inserts were placed inside either a 35-mm glass bottom petri dish (Ted Pella, 14022-1120) or a 12-well glass bottom culture plate (Cellvis, P12-1.5H-N) with 1 ml of slice culture medium. Petri dish was placed into Keyence BZ-X810 for live cell imaging. Images were taken at 10-min intervals with a 10-μm *z*-stack with a 10× objective. Imaging lasted for at least 48 hours to capture urethra closure. The captured images were compiled into movies with the Keyence BX-X800 analyzer. To create cell tracks, movies were imported into Imaris, and the Dragon tail feature was applied to red fluorescing cells. All experiments involving slice culture were conducted at least four separate times.

### RNAscope, immunofluorescence, and light-sheet imaging

Penises were fixed in 4% paraformaldehyde overnight at 4°C, watched in 20% sucrose in 1× PBS, embedded in optimal cutting temperature compound, and sectioned at 10 μm. Sections were mounted on Superfrost Plus slides (Fisherbrand, 12–550-15) and kept at −80°C until further processing. For RNAscope probes, *Scube2* (ACD 488141), *Nrg1* (ACD 418181-C3), *Erbb3* (ACD 441801-C2), *Grem1* (ACD 314741-C3), *tdTomato* (ACD 317041 and 317041-C2), and *Srd5a2* (ACD 431361) were used according the ACDBio’s protocol. For immunofluorescence, sections were permeabilized in 1× PBS with 0.1% Triton X-100 and blocked for 1 hour with 10% donkey serum. Primary antibodies against AKAP12 (gift from I. H. Gelman, Roswell Park Cancer Institute), dsRED (Clontech, 632496), FOXL2 (Abcam, ab5096), EGFR (Abcam, ab32077), and FOXA1 (Abcam, ab170933) (table S2) were incubated on slides at 4°C overnight. After incubations, slides were washed with 1% Triton, and secondary antibodies (Alexa Fluor 488, 594, and 647) were incubated for 2 hours at room temperature. Slides were counterstained with 4′,6-diamidino-2-phenylindole (1:1000) (MilliporeSigma, 5.08741.0001), were mounted with ProLong Antifade (Invitrogen, P36970), and were imaged on a Zeiss 900 confocal microscope the day after processing. All RNAscope studies were conducted on at least three separate pups.

For light-sheet imaging, samples were fixed in in 4% paraformaldehyde overnight at 4°C and then cleared by strictly using the iDISCO protocol (*38*). Briefly, samples were dehydrated with a methanol series and then bleached with 3% H_2_O_2_, delipidated with 66% dichloromethane, and rehydrated with a methanol series. Samples were then permeabilized, blocked, and labeled with dsRED (Clontech, 632496) and an anti-rabbit Alexa Fluor 647 secondary antibody. Last, the samples were dehydrated in a methanol series, delipidated with dicholormethane, and cleared in dibenzyl ether. Samples were image on the LaVision ultramicroscope II at University of North Carolina at Chapel Hill. Images were processed with Imaris. Two individual samples were cleared and processed with light-sheet microscopy.

### Cell disassociation and single-cell suspension

Preparation for single-cell sequencing follows the same protocol in our published paper (*18*). Penises from E16.5 embryos (*n* = 2) were placed in 250 μl of ice-cold disassociation medium [sterilized 1× PBS and 0.04% bovine serum albumin, dispase II (1.2 U/ml; Roche 04942078001), collagenase IV (1 mg/ml; Gibco, 17104–019), and deoxyribonuclease I (5 U/ml; Roche 1010459001)]. After the tissues were successfully homogenized, the cells were washed with 1× PBS with 0.04% bovine serum albumin. Cells were loaded into the 10x Chromium machine for single-cell separation.

### Library preparation, sequencing, and sequence alignments

Data from GSE174712 were used for the initial characterization of the *Nr5a1^tdTomato+^* cells (*n* = 2) (*18*). For the cell ablation model, library preparation was conducted following the 10x Genomics library preparation protocol on two replicates for control and DTA^+^ mice. The libraries were pooled into a single tube and sequenced on an Illumina NovaSeq 6000 with an S2 flow cell. Paired-end sequencing was conducted with the first read being 26 base pairs (bp) and the second read being 96 bp. 

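Table S1 lists reads, cells and medians per library as the alignment software reports them. In the deposited counts, the median cell held 4938 and 3995 UMIs in the controls and 3579 and 3662 in the ablated penises. The medians of detected genes were 1814 and 1627 in the controls and 1478 and 1592 in the ablated penises. The paper's values in Table S1 are 4940, 3992, 3578 and 3661 UMIs and 1816, 1627, 1478 and 1592 genes, in the same order. The first control was thus the deepest library.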

DTA libraries were sequenced to at least 13,000 total reads per cell (table S1), which was sufficient to obtain clustering and differential gene expression analysis. Both library preparation and sequencing were performed by the Epigenomics and DNA Sequencing Core Facility at NIEHS. To detect *tdTomato* mRNA transcripts in the single-cell sequencing data, we added the *tdTomato* coding sequence to the mm10 genome and genes files. Cellranger v3 was then used to align the data with the *tdTomato* sequence.

### Single-cell data analysis

Aligned and annotated datasets were imported into R for Seurat analysis (v. 4.2.1) (*39*). Cells with <7500 and >1000 mRNA counts were removed from the dataset. Cells with mitochondrial content of >25%, Hba content of >25%, and Hbb content of >50% were removed from the datasets. 

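Cells with more than 1000 and fewer than 7500 UMIs were kept, the reading under which cells within these limits stay in. At 7500 UMIs and above lay 21.4% and 11.2% of the cells of the controls and 9.98% and 10.2% of those of the ablated penises. After all filters 6573 and 7874 control cells (52.2% and 67.8%) and 7875 and 8810 ablated cells (68.4% and 77.7%) remained. The mitochondrial limit applied to between 248 and 410 cells per library. The *Hbb* limit applied to 2534 and 1901 control cells and to 1739 and 931 ablated cells. For the *Hba* limit these numbers were 1221 and 892 against 1198 and 476. Control cells were thus removed more often than ablated cells.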

Log normalization, data scaling, dimensionality reduction, and clustering were conducted both the cell ablation and developmental series datasets. Once data were processed, we tested whether *tdTomato* could be properly detected. After plotting a UMAP of *tdTomato* gene expression, it was apparent that the transcript expression was leaky as previously reported by (*40*), although leaky transcript expression did not result in red fluorescent protein in all genitalia cells. There was a low background level of expression throughout most cells. Although most cells did express *tdTomato*, there was a clear separation of high- or low-tdTomato–expressing cells. Thus, cells with <10 counts of tdTomato expression were considered *Nr5a1^tdTomato^* negative, and cells with >10 counts were *Nr5a1^tdTomato^* positive. To validate that *Nr5a1^tdTomato^*-positive cells truly represented the cells identified within the mouse penis, we identified genes that were significantly enriched in the *Nr5a1^tdTomato^-*positive cells and conducted RNAscope for markers *Grem1*, *Scube2*, and *Nrg1.* Once *Nr5a1^tdTomato^*-positive cells were correctly identified, the developmental series dataset was used to investigate ligand-receptor interactions. Epithelial, periurethra, and *Nr5a1^tdTomato+^* cells were subsetted into a separate dataset, and ligand-receptor analysis was executed with Cellphone DB v2.0 (*17*).

The cell ablation dataset was processed the same as the developmental series data. To identify differential expression between control and *Nr5a1^tdTomato^* cell–ablated mice, likelihood ratio tests were conducted between the genotypes for each cell population. To further investigate the changes within the periurethra, that cell population was subsetted, re-clustered, and visualized with a Uniform Manifold Approximation and Projection (UMAP).

### Statistical analysis

For individual gene expression analysis, anogenital measurement comparisons, and hypospadias severity comparisons, linear mixed-effect models were used to calculate statistical differences (*P* < 0.05) (*41*). For single-cell gene expression analysis, each biological replicate was treated as the random effect. For anogenital distance and hypospadias severity comparisons, dam was classified was the random effect.

# Supplementary material for: An extragenital cell population contributes to urethra closure during mouse penis development
**Source:** Sci Adv. 2024 Dec 6;10(49):eadp0673. doi: 10.1126/sciadv.adp0673
**Supplement:** Supplementary file 1 — Legends for movies S1 to S4 Figs. S1 to S10 Tables S1 and S2

Supplementary Materials for  
**An extragenital cell population contributes to urethra closure during mouse  
penis development**

Ciro Maurizio Amato *et al.*

*Sci. Adv.* **10**, eadp0673 (2024)  
DOI: 10.1126/sciadv.adp0673

**The PDF file includes:**

Legends for movies S1 to S4  
Figs. S1 to S10  
Tables S1 and S2

**Other Supplementary Material for this manuscript includes the following:**

Movies S1 to S4

## **Supplemental Movies**

Movie S1. **Lightsheet z-stack of *Nr5a1<sup>tdTomato+</sup>* cells in E12.5 embryo**

Movie S2. ***Nr5a1<sup>tdTomato+</sup>* cell migration during urethra closure**

Movie S3. ***Nr5a1<sup>tdTomato+</sup>* cell migration during urethra closure in control slice**

Movie S4. ***Nr5a1<sup>tdTomato+</sup>* cell migration during urethra closure in lapatinib exposed slice**

Brightfield

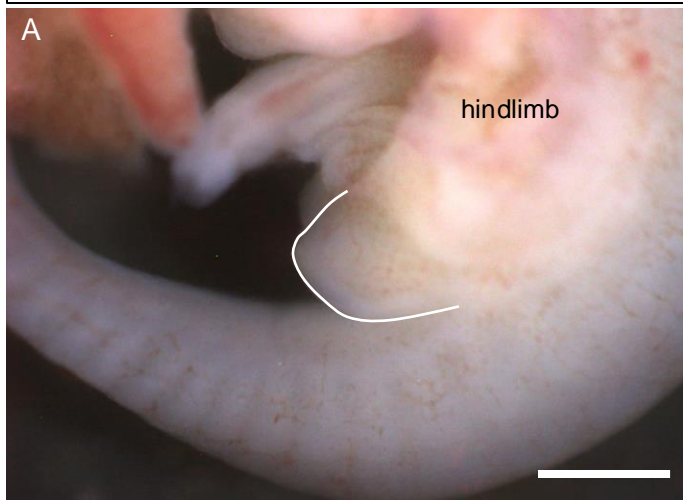

tdTomato Channel

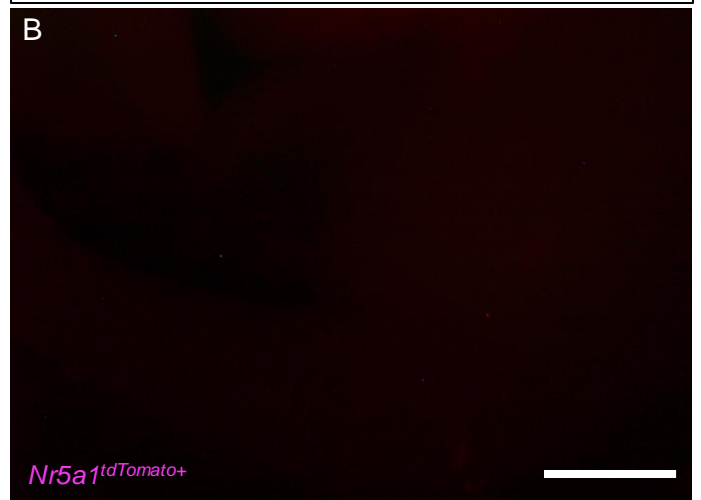

## Supplemental Figure Legends

**Figure S1. *Nr5a1*<sup>tdTomato+</sup> cells are not found near hindlimbs at E11.5.** (A) Brightfield images of E11.5 embryo with the solid white line outlining the genitalia. (B)

5 Fluorescent image of the same E11.5 embryo. Scale bar = 500  $\mu$ m

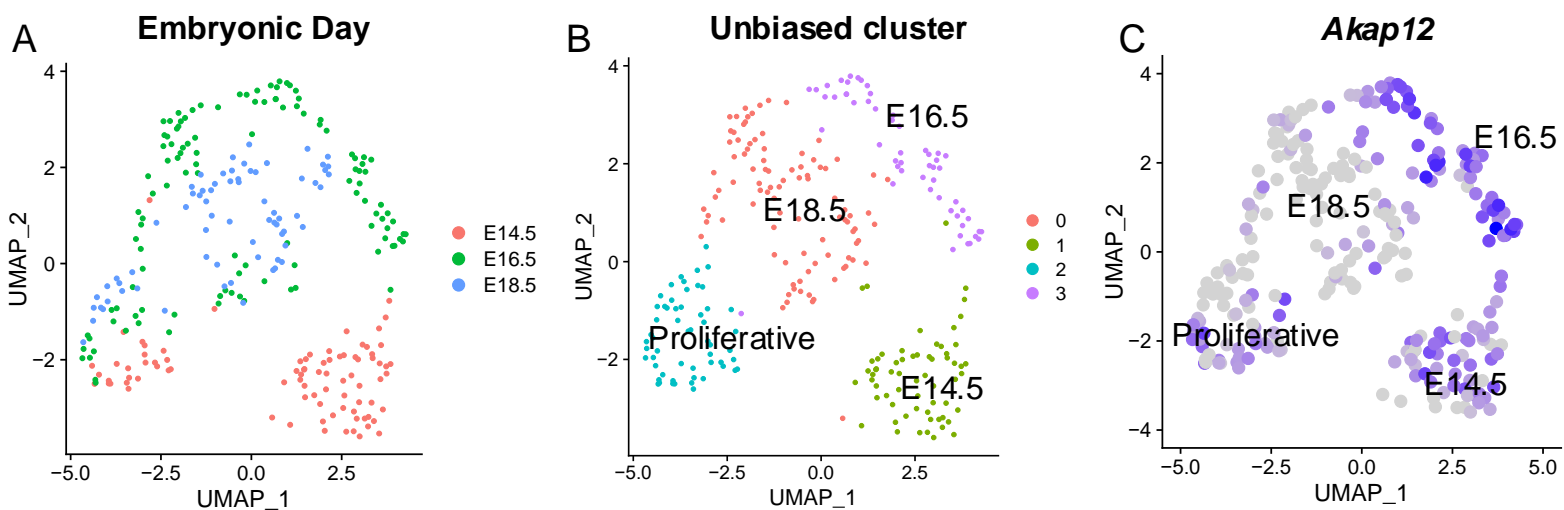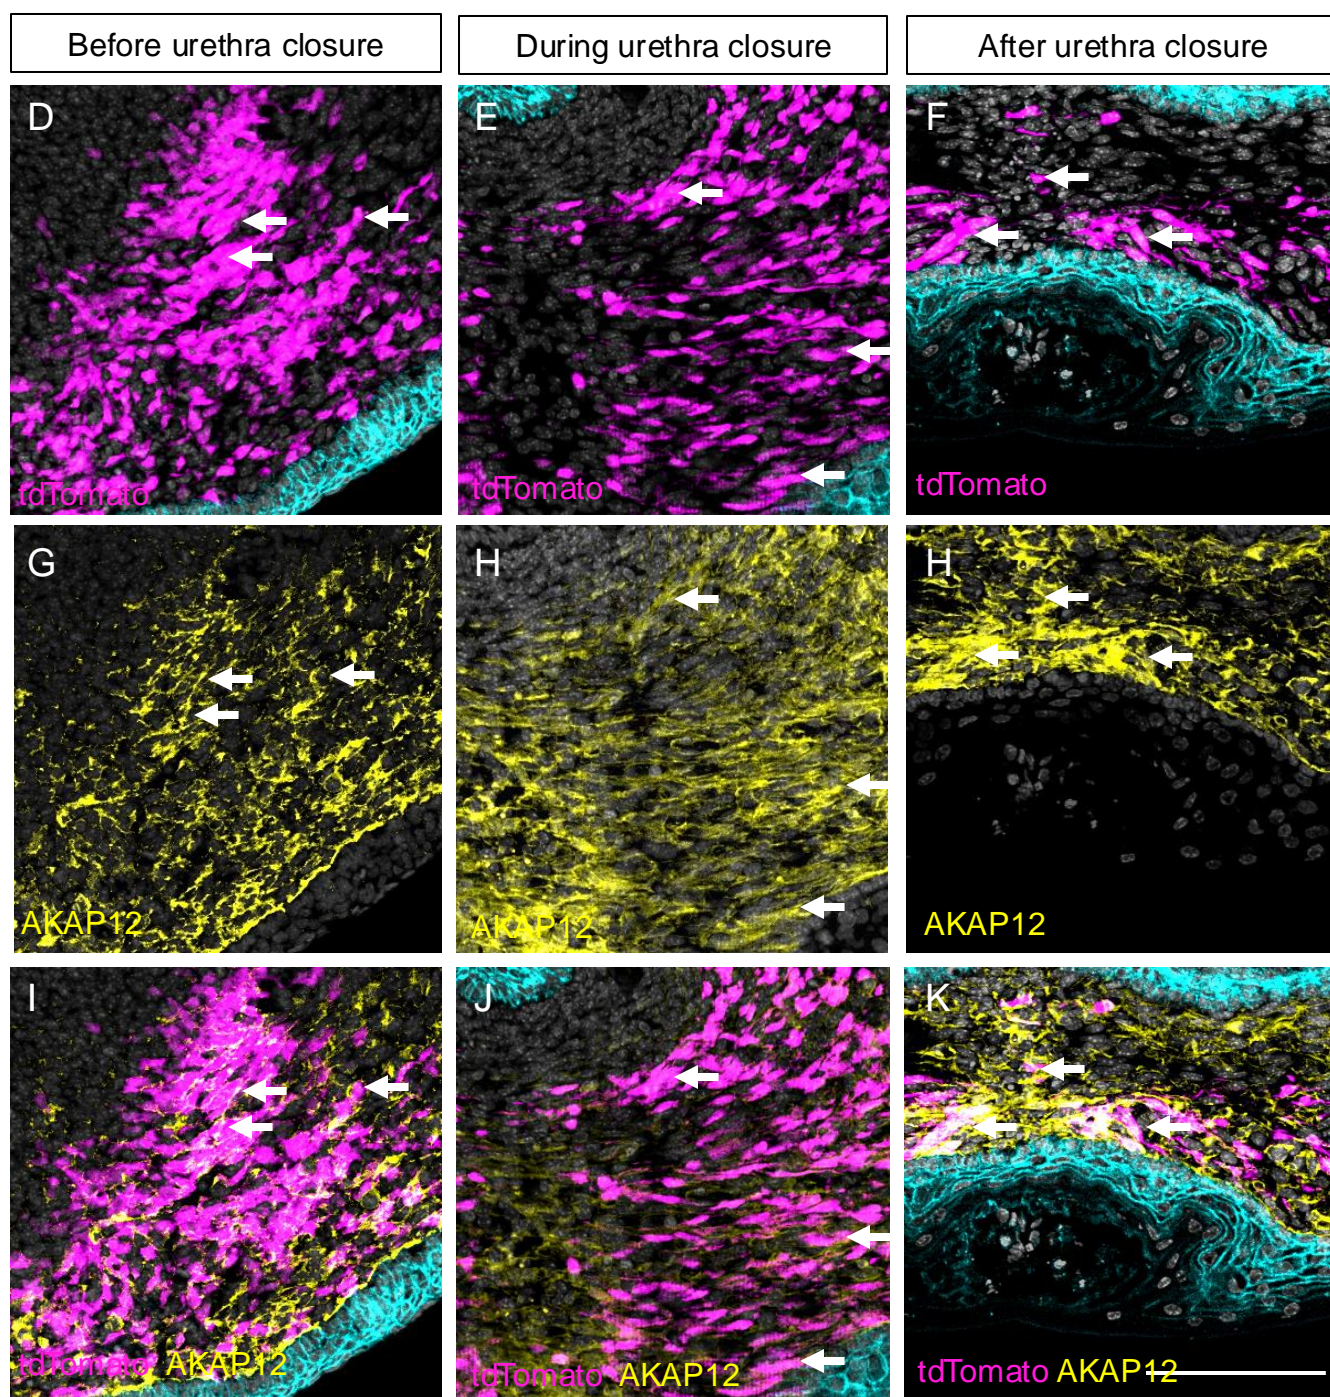

**Figure S2. Investigation of *Nr5a1*<sup>tdTomato+</sup> heterogeneity.** (A) UMAP of *Nr5a1*<sup>tdTomato+</sup> cells with points colored by the embryonic day. (B) UMAP of *Nr5a1*<sup>tdTomato+</sup> cells with points colored by unbiased clustering from Seurat. (C) UMAP of *Akap12* expression within the *Nr5a1*<sup>tdTomato+</sup> cells. Grey= little to no expression and blue = high expression. (D-F) High magnification of tdTomato localization within the penis at E14.5, E16.5, and E18.5. (G-I) High magnification of AKAP12 expression within the genitalia. White arrows indicated the same cells from the tdTomato staining. (I-J) tdTomato and AKAP12 expression within the penis at E14.5, E16.5, and E18.5.

A

Enriched markers of *Nr5a1*<sup>tdTomato</sup><sup>+</sup> cells

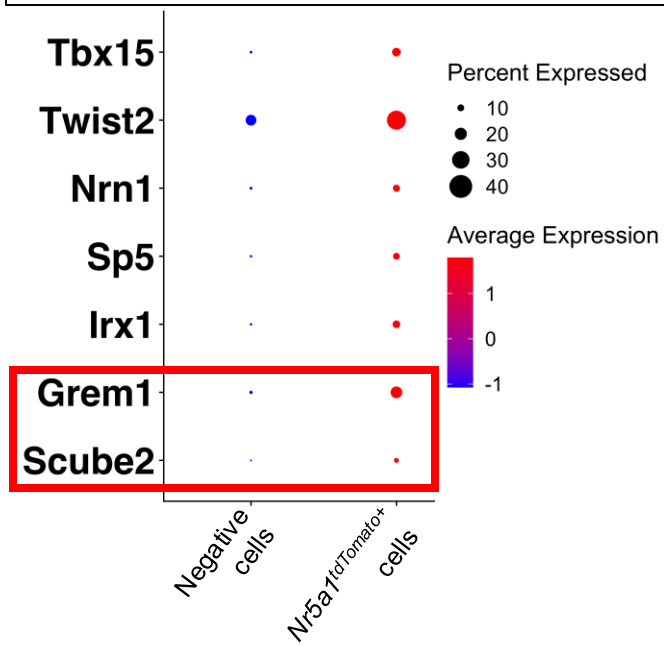

In-situ of *Nr5a1*<sup>tdTomato</sup><sup>+</sup> cell markers at E16.5

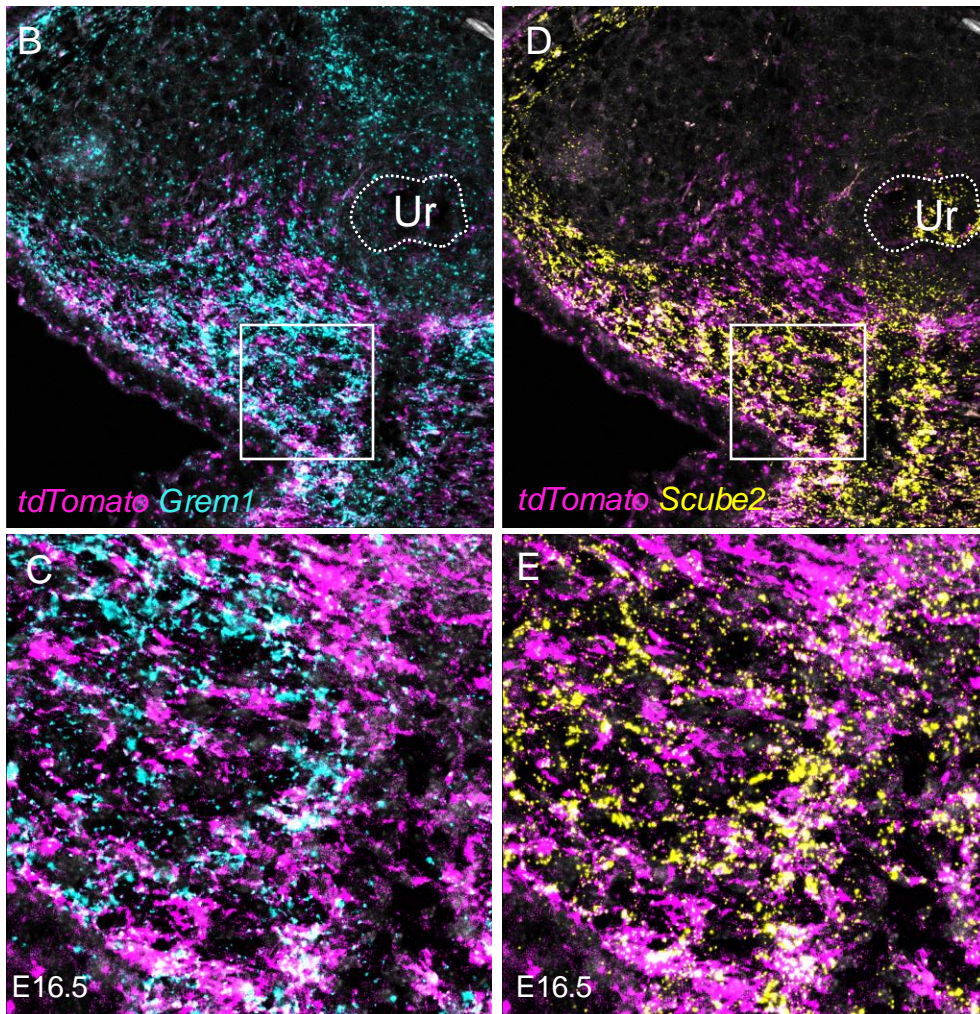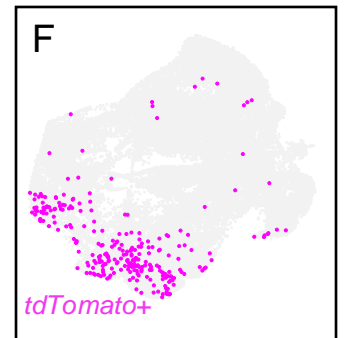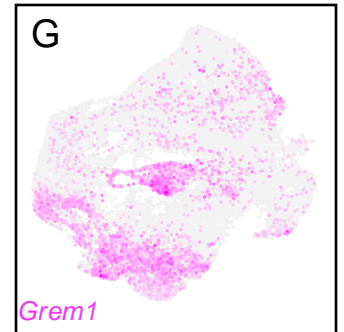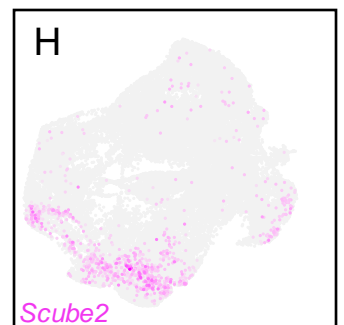

**Figure S3. Other markers *Nr5a1<sup>tdTomato+</sup>* cell population.** (A) Dotplot of significant *Nr5a1<sup>tdTomato+</sup>* cell markers with the size of the dot representing the percentage of cells expressing the gene and the color of dot showing relative expression (red=high and blue = low). (B-E) Immunofluorescence of *Nr5a1<sup>tdTomato+</sup>* cells (magenta) , *Grem1* (cyan **Panels B and C**) and *Scube2* (yellow **Panels D and E**) in penis sections at E16.5. (F-H) UMAP of *tdTomato*, *Scube2* gene expression in E16.5 penis. Ur = urethra, Scale bars= 50µm

*Nr5a1-GFP*

E12.5

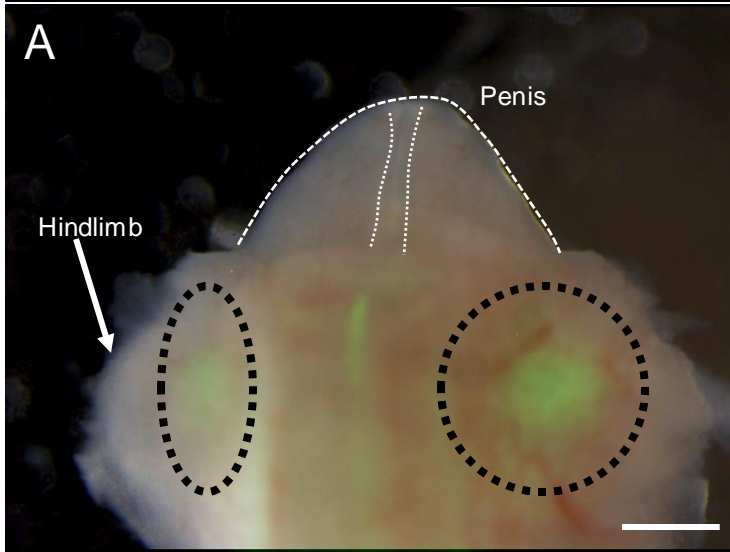

E14.5

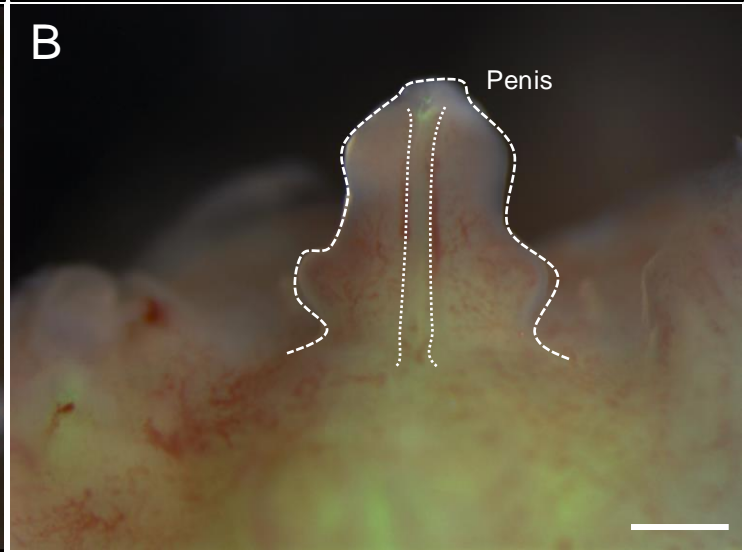

**C**

E14.5

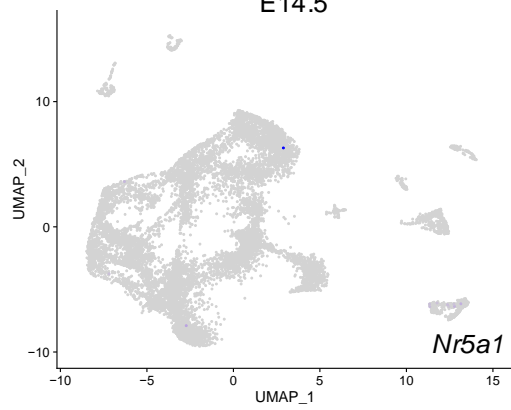

**D**

E16.5

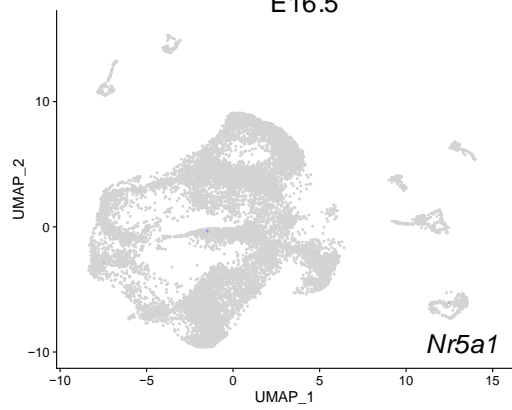

**E**

E18.5

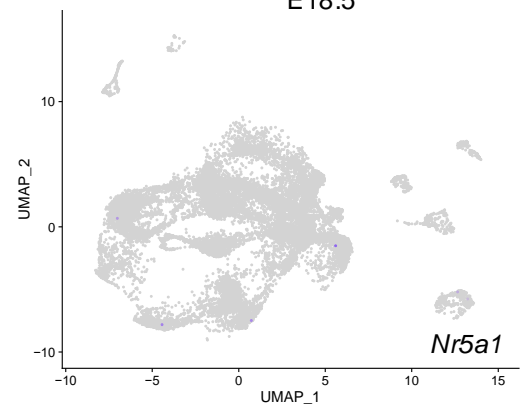

**Figure S4. Investigating active expression of *Nr5a1* in penis development. (A and B)**

Lower half of *Nr5a1-GFP* mouse embryo at E12.5 and E14.5. White solid line outlines the genitalia. Black dotted circles outline the active expressing regions of GFP in the E12.5

5 embryo. (C-E) Single cell mRNA sequencing gene expression UMAPs for *Nr5a1* with grey dots displaying no expression and dark blue showing high expression. Scale bars = 800µm

*Isl1<sup>cre/+</sup>;tdTomato*

E10.5 Whole Embryo (tdTomato)

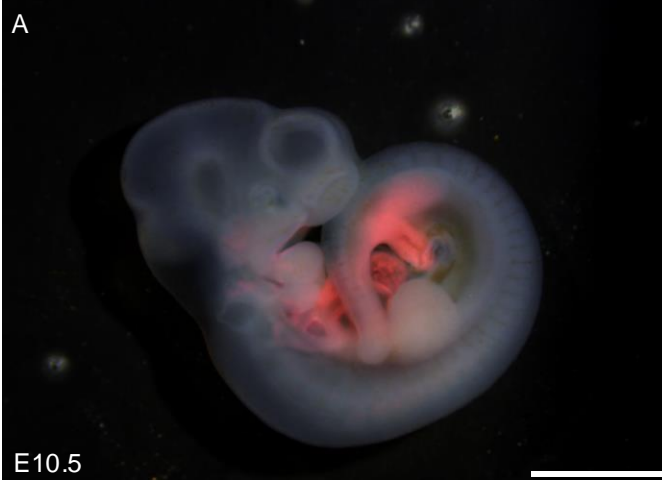

E10.5 Cloaca and Hindlimb (tdTomato)

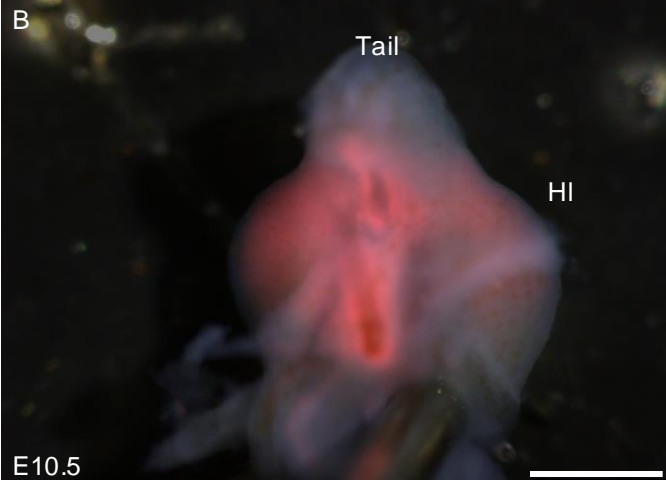

P0 Whole mount penis (tdTomato)

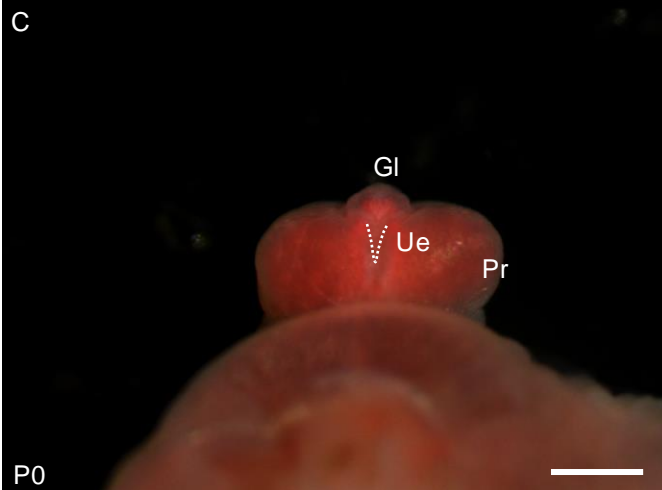

P0 Penis section (tdTomato)

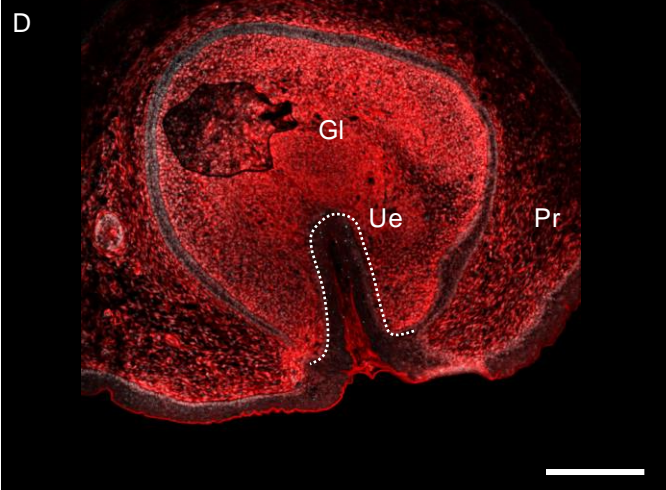

**Figure S5. Validation that *Isl1Cre* targets the external genitalia prior to genitalia formation.** (A and B) Endogenous fluorescence of tdTomato at E10.5. (C) Whole mount image of external genitalia at P0 with endogenous red fluorescence. (D) histological section of P0 genitalia with red representing endogenous fluorescence. Hl=Hindlimb, Gl = Glans, Ue = urethra, and Pr= Prepuce. Scale bar for A = 1.4 mm, B = 540  $\mu$ m, C = 800  $\mu$ m, and D = 100 $\mu$ m

*Isl1<sup>+/-</sup>;Nr5a1<sup>f/+</sup>*

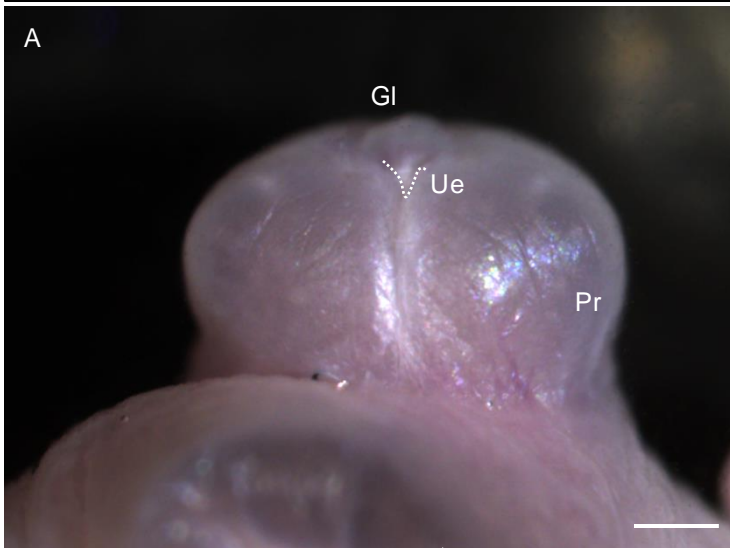

*Isl1<sup>cre/+</sup>;Nr5a1<sup>f/-</sup>*

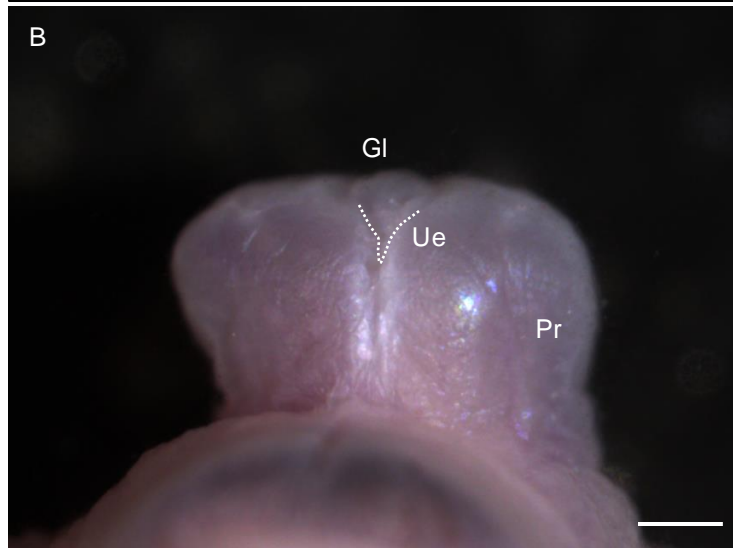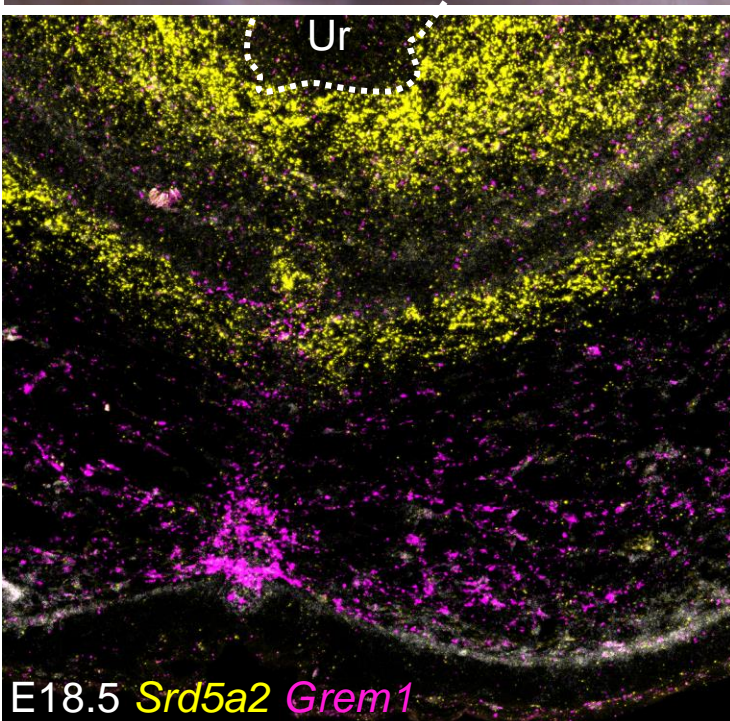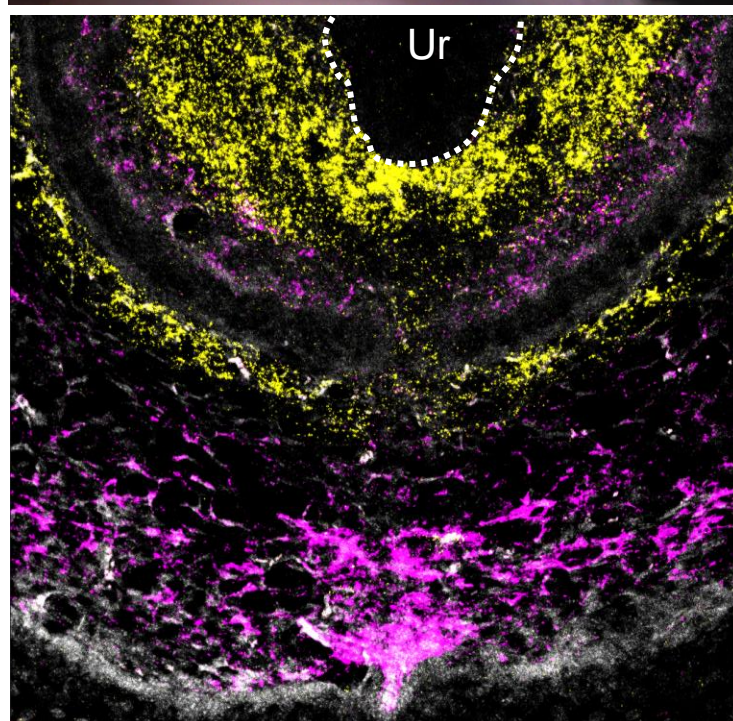

**Figure S6. Knockout of *Nr5a1*, the gene, in the penis. (A and B)** Whole mount images of control (A) and knockout (B) mouse penises. White dotted line represents the open urethra. (C and D) RNAscope for *Srd5a2* (yellow) and the *Nr5a1*<sup>tdTomato+</sup> marker, *Grem1* (magenta) on penis sections with the dotted line representing the urethra epithelium. Ur= urethra,. Whole mount scale bars = 200 µm and microscope scale bars = 100 µm

## Hematoxylin and Eosin Staining at P0

Control

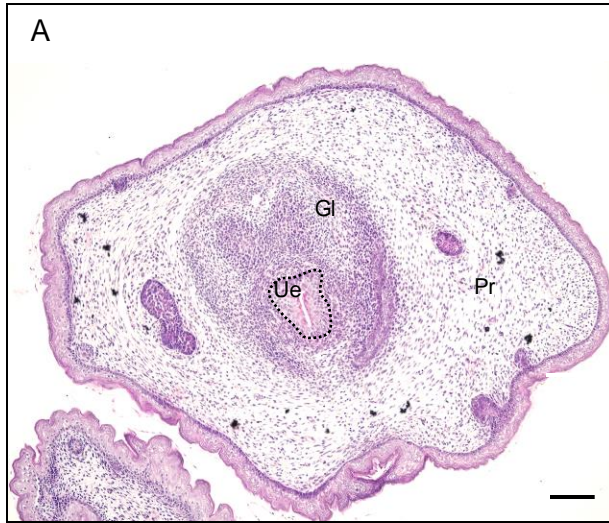

*Nr5a1*<sup>tdTomato+</sup> ablation

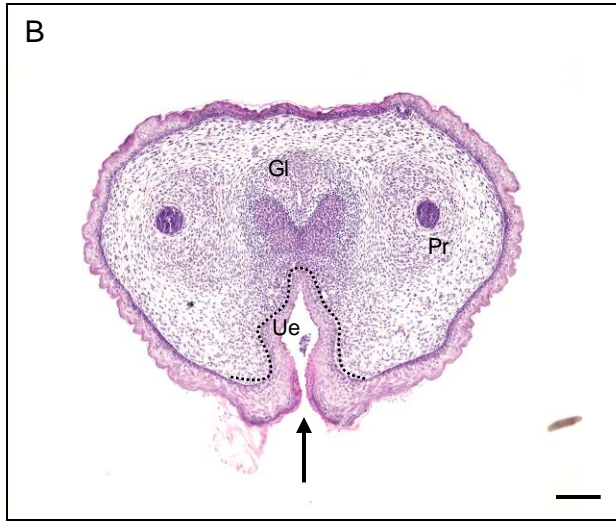

## RNAscope at P0

Control

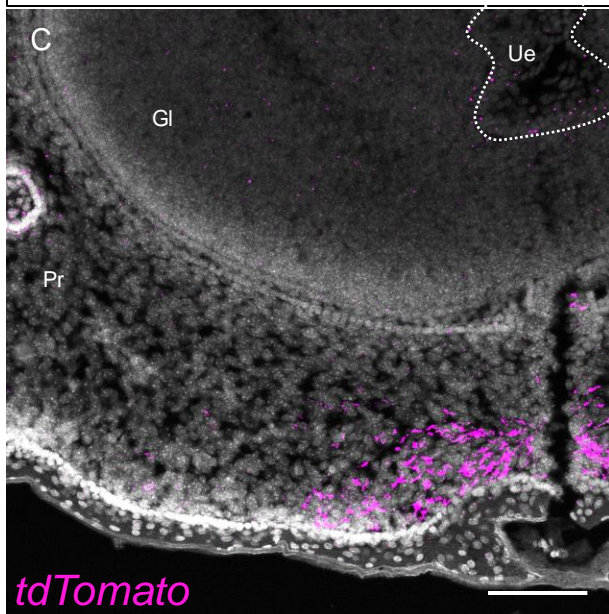

*Nr5a1*<sup>tdTomato+</sup> ablation

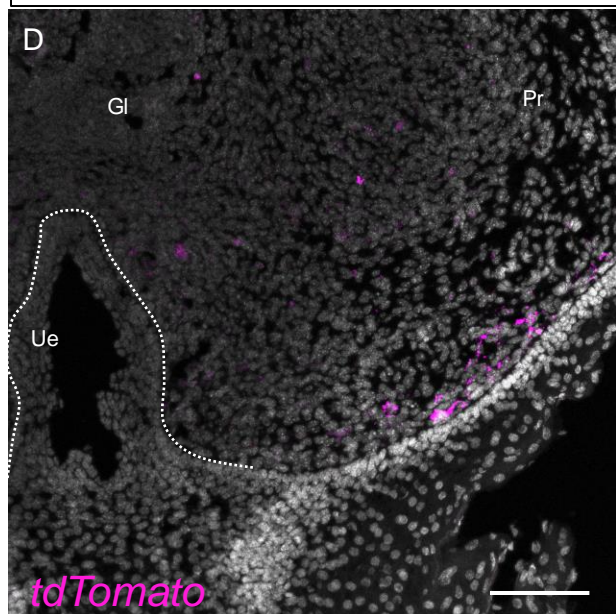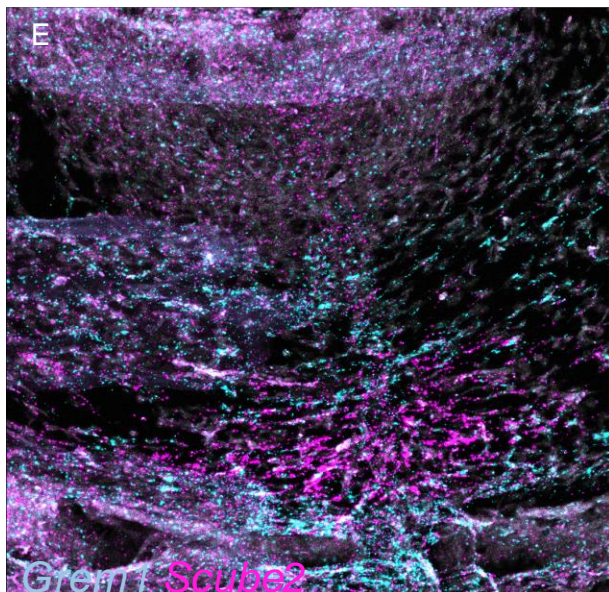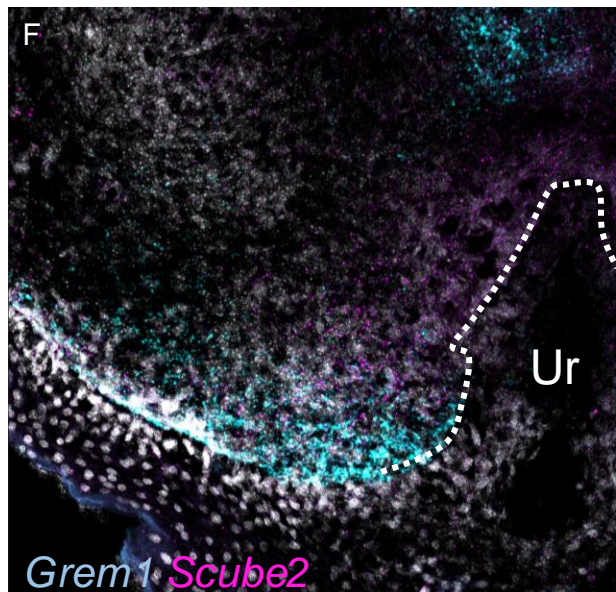

**Figure S7. Validation of *Nr5a1<sup>tdtomato+</sup>* in the penis.** (A and B) Hematoxylin and Eosin staining of penis sections from control and *Nr5a1<sup>tdTomato+</sup>* cell ablated embryos with the black dotted lines indicating the urethra and the black arrow indicating the open urethra. (C and D) RNAscope for *tdTomato* in control and *Nr5a1<sup>tdTomato+</sup>* cell ablated penis sections. (E and F) RNAscope for *Nr5a1<sup>tdTomato+</sup>* cells, *Grem1* (cyan) and *Scube2* (magenta). Gl = Glans, Pr= Prepuce, and Ue = Urethra.

*Nr5a1Cre<sup>+/+</sup>;Rosa26<sup>DTA/+</sup>*

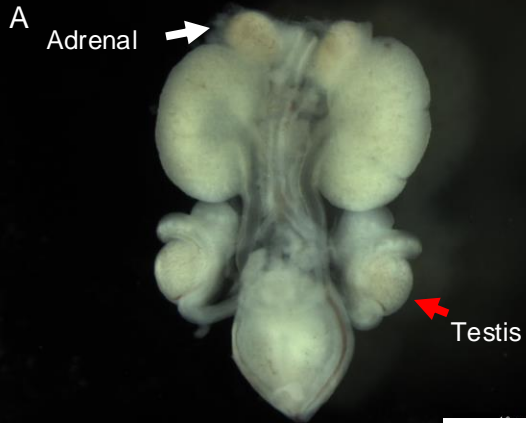

*Nr5a1Cre<sup>Tg/+</sup>;Rosa26<sup>DTA/+</sup>*

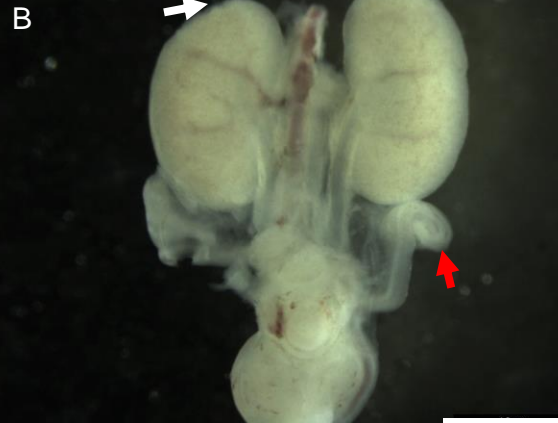

*Nr5a1Cre<sup>Tg/+</sup>;Rosa26<sup>DTA/+</sup>*

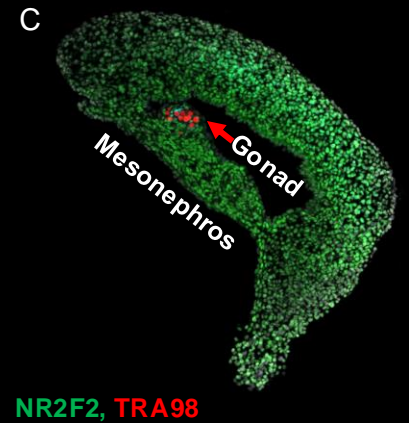

D Anogenital Distance (mm)

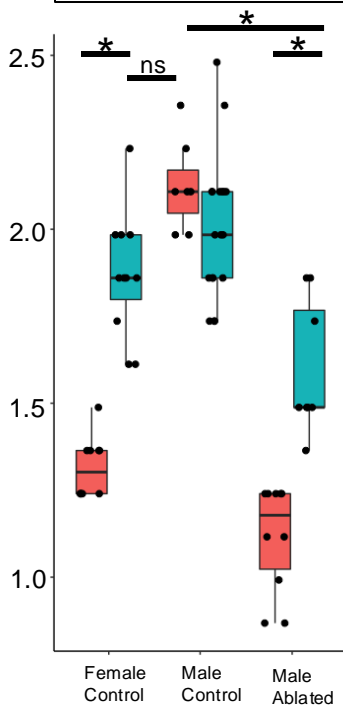

E Hypospadias Severity

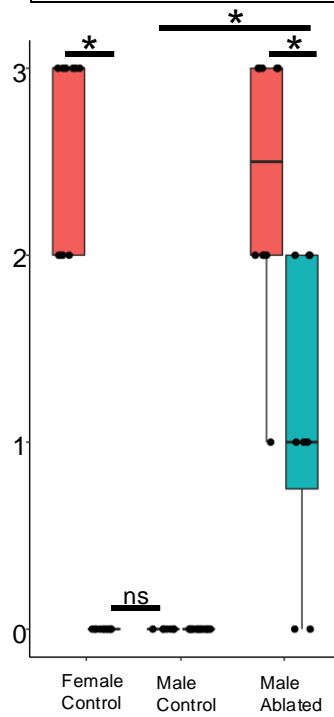

Corn oil

Testosterone Propionate

**Figure S8. Investigation of *Nr5a1* cell ablation in other organs. (A and B)** Whole mount image of the urogenital complex of control and *Nr5a1* cell ablated mice (exact name in figure). White arrow indicates positioning of the adrenal and red arrow indicated

- 5 positioning of the testis. (C) Immunofluorescent image of a *Nr5a1<sup>tdtomato+</sup>* cell ablated gonad with red labeling TRA98+ germ cells and green labeling NR2F2+ interstitial cells of the mesonephros (and a few from the gonad I suppose). The red arrow designates the gonad. (D) Anogenital distance length for control and *Nr5a1<sup>tdtomato+</sup>* cell ablated mice exposed to either corn oil (red) or testosterone propionate (teal). Asterisk indicate  $p < 0.05$ . (E) Hypospadias severity scoring for
- 10 control and *Nr5a1<sup>tdtomato+</sup>* cell ablated mice exposed to either corn oil (red) or testosterone propionate (teal). A score of 3 represents severe hypospadias and a score of 0 represents no hypospadias. Asterisk indicate  $p < 0.05$ . Whole mount scale bar = 2mm

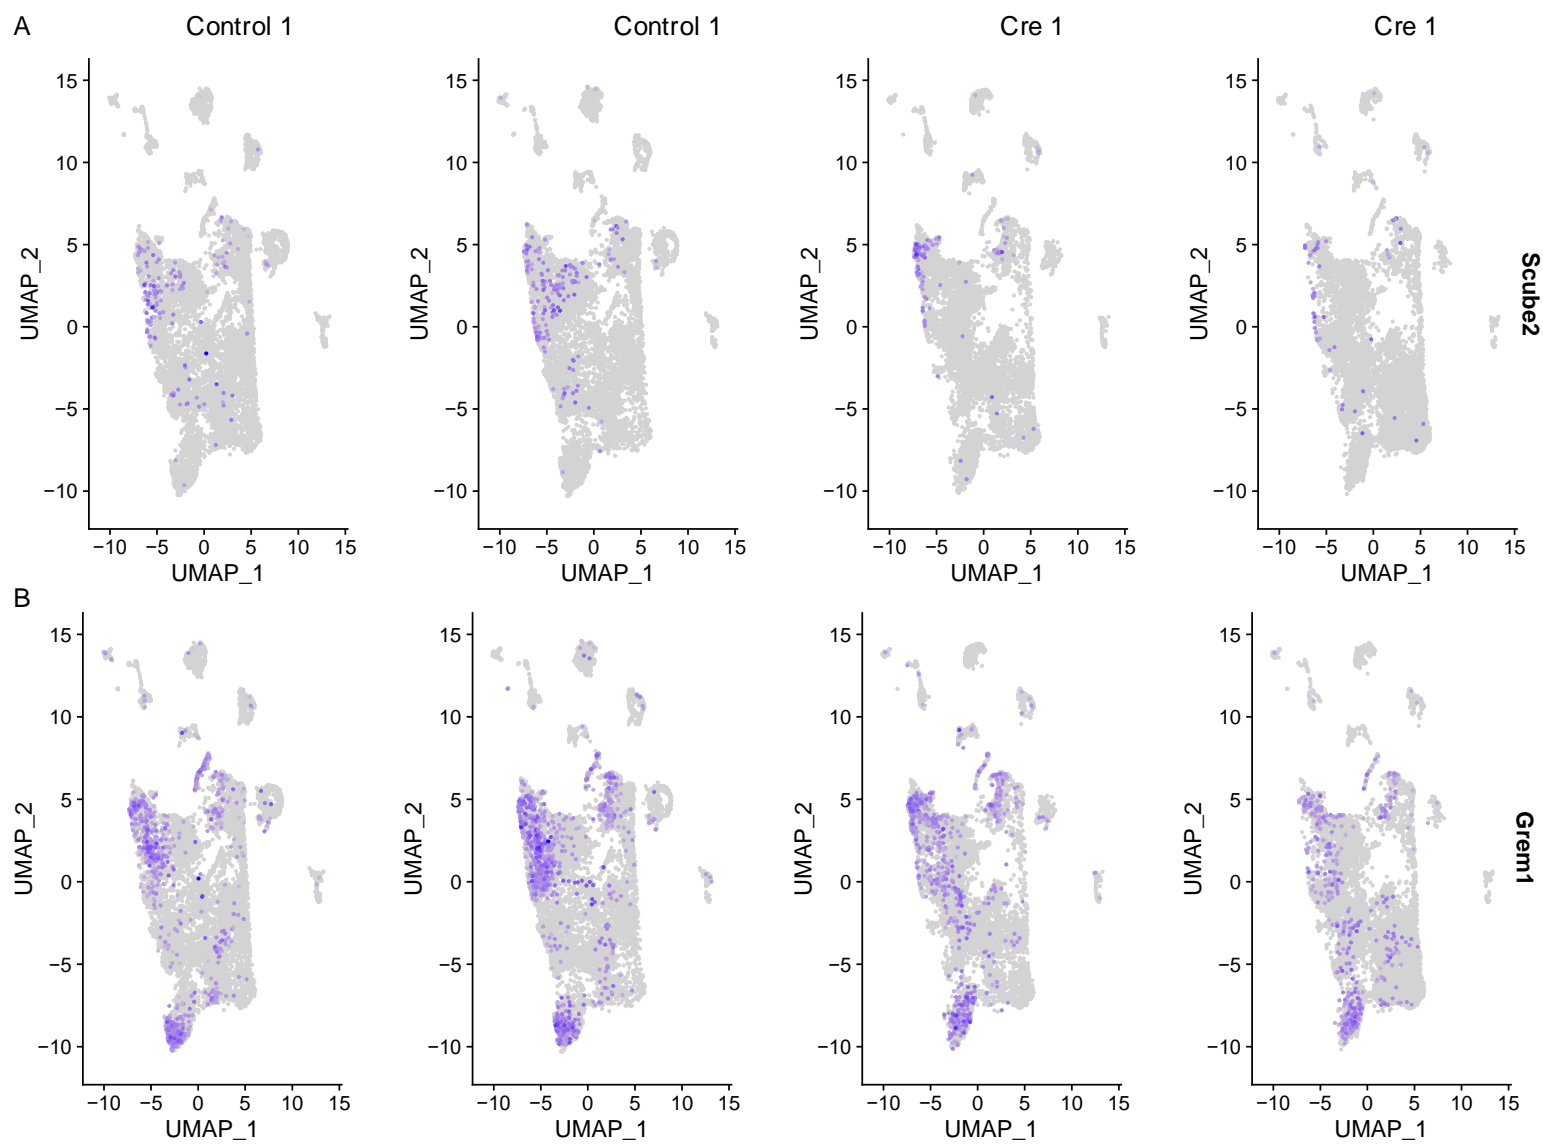

**Figure S9. Expression of *Nr5a1*<sup>tdTomato+</sup> enriched genes.** (A) Expression of *Scube2* in control and Cre+ (*Nr5a1*<sup>tdTomato+</sup> cell ablated) mice. (B) Expression of *Grem1* in control and Cre+ mice.

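In the supplementary plots, single-cell expression is compared between genotypes. In the deposited counts, 1.27% ± 0.308 (SD, n = 2) of control cells and 0.601% ± 0.336 (SD, n = 2) of ablated cells held a UMI of *Scube2*. With every cell thinned to 1000 UMIs, which removes the difference in depth, the shares were 0.338% and 0.182%. Among red blood cells, which should lack the transcript, 1 cell in each sample held a UMI, a mean of 0.664% in control and 1.09% in ablated penises, while 0 of 223 macrophages and 0 of 268 mast cells did. Free RNA is therefore not excluded as a source of part of these shares. The red blood cells are no clean control for it, since the hemoglobin limits had removed the cells richest in hemoglobin. In those kept, the hemoglobin genes counted were together at 314922 to 414415 CPM per sample. Most of their UMIs were thus other RNA, and doublets with other cells are not excluded.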

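For *Grem1*, 7.68% ± 2.06 (SD, n = 2) of control cells and 5.26% ± 1.95 (SD, n = 2) of ablated cells held a UMI, and 2.24% and 1.63% after thinning. The share among red blood cells, with the limit given above for these cells, was 4.33% in control and 1.70% in ablated penises. The median depth of kept cells was 4700 and 4077 UMIs in the controls and 3551 and 3560 in the ablated penises, against medians of 4700.5 and 4661 UMIs in the red blood cells of the controls and 4627.5 and 4965 in those of the ablated penises. No macrophage-like cell held one; among mast cells 1 in 1 control and 2 in 1 ablated penis did.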

A Number of differentially expressed genes

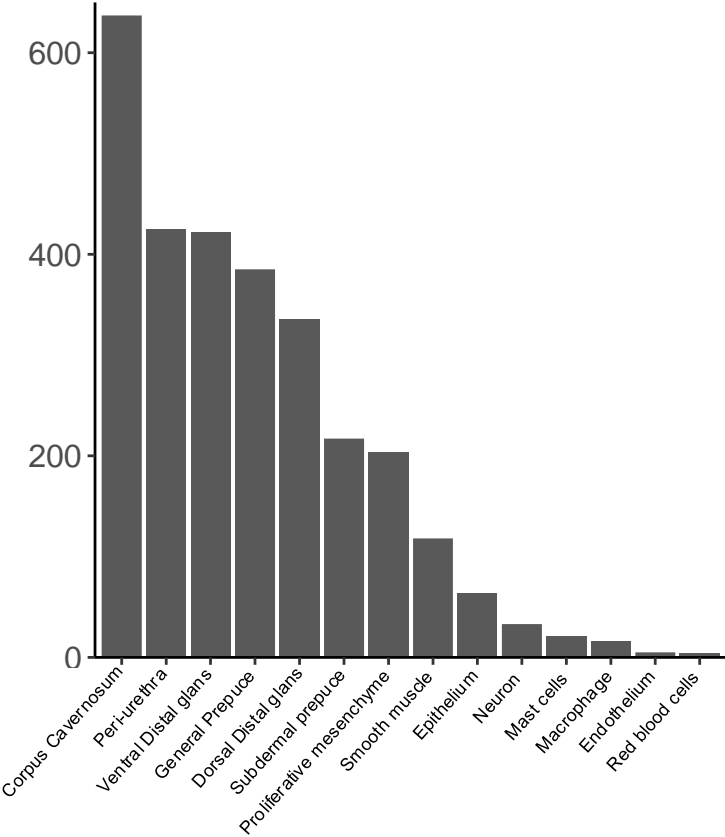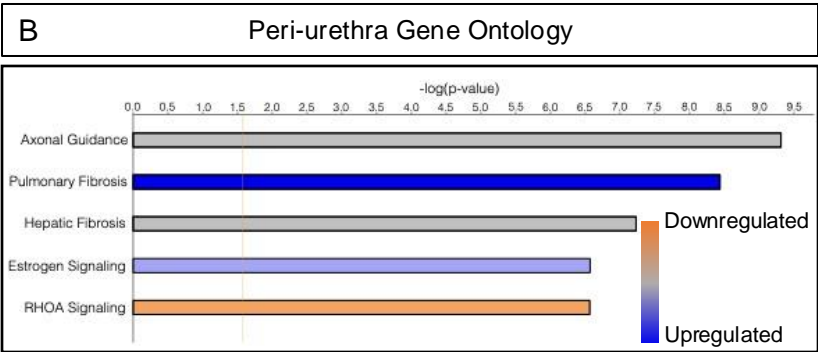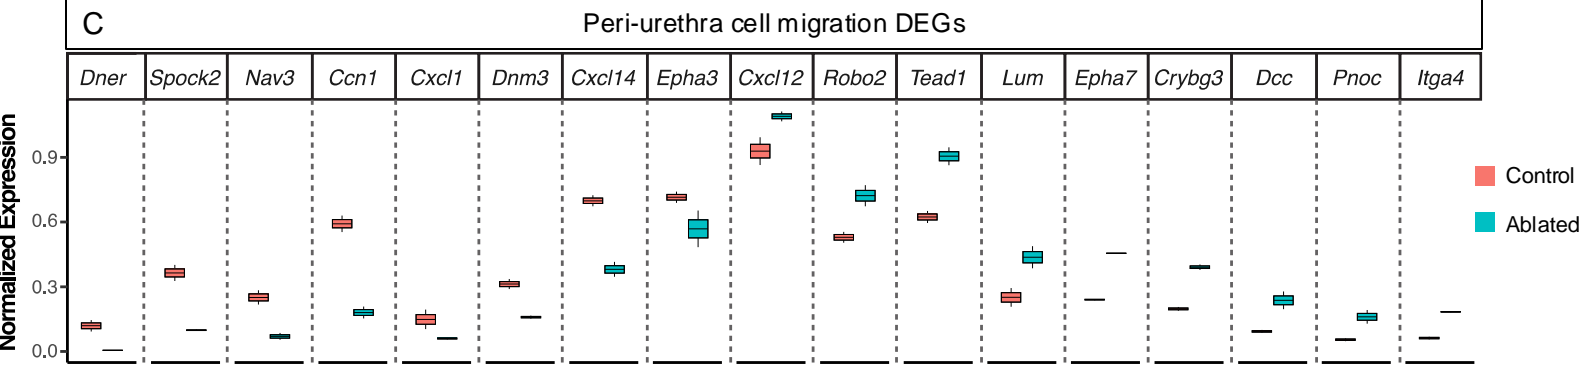

**Figure S10. Impacts of *Nr5a1* cell ablation on other penis cell populations.** (A) Differential gene expression between wildtype and *Nr5a1*<sup>tdtomato+</sup> cell ablated mice for each penis cell population. (B and C) Gene ontology of the differential expressed genes found in the peri-urethra and prepuce. Grey bars represent no discernable up or down regulation of the pathway, increasingly red bars indicate elevation of the pathway. (D and E) Gene expression boxplots of control (red) and ablated (teal) for significantly altered genes in the prepuce (D) and peri-urethra (E).

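In other named populations, 20 genes were differentially expressed in red blood cells, 15 in proliferative cells, 7 in pericytes, 5 in neural cells and 1 in the endothelium (*Fabp4*, log2 fold change -3.18, adjusted p = 0.0258 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Macrophages and mast cells had 0, with 170 and 150 genes at an unadjusted p under 0.05. In neural cells the called genes with the largest falls were *Hbb-bs* (-5.49), *Hba-a1* (-5.17) and *Hba-a2* (-4.86), hemoglobin genes that these cells do not make. In groups that each mixed the genotypes, up to 15 genes were called in neural cells, 17 in the endothelium and 4 in macrophages, so calls of this number in these populations do not stand out from the spread between samples. Red blood cells, proliferative cells and pericytes had 0 in both mixed groupings. Most UMIs of the red blood cells kept were not hemoglobin, so their calls may come partly from RNA of other cells. In pericytes, however, the same hemoglobin genes were lower too: *Hbb-bs* (-4.68), *Hba-a1* (-4.35) and *Hba-a2* (-3.94). Smooth muscle-like cells were not tested, since 1 ablated penis held only 10 of them. Unnamed clusters had calls too: 1259 in cluster 7 (led by *Thbd* and *Ptgis*), 904 in cluster 5 (*Coch*, *Meox2*), 376 in cluster 10 (*Cpm*, *Dlx5*), 257 in cluster 0 (*Sostdc1*, *Wnt16*), 90 in cluster 15 (*Hand2os1*), 50 in cluster 16 (*Kera*), 29 in cluster 11 (*Dsc3*) and 3 in cluster 26 (*Col9a1*).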

Table S1. Sequencing results from *Nr5a1<sup>tdtomato</sup>*<sup>+</sup> cell ablated single cell

| Sample | Raw.Reads   | Barcode | Mapped | Saturation | Cells  | Reads/<br>Cell | Median<br>umi/cell | Median<br>genes/cell |
|--------|-------------|---------|--------|------------|--------|----------------|--------------------|----------------------|
| DTA 1  | 163,797,148 | 93%     | 87%    | 27%        | 11,511 | 14,230         | 3,578              | 1,478                |
| DTA 2  | 159,515,741 | 96%     | 89%    | 28%        | 11,349 | 14,055         | 3,661              | 1,592                |
| MALE 1 | 221,873,673 | 97%     | 86%    | 35%        | 12,570 | 17,651         | 4,940              | 1,816                |
| MALE 2 | 153,731,758 | 96%     | 87%    | 25%        | 11,613 | 13,238         | 3,992              | 1,627                |

Table S2. Antibodies

| <b>Target</b>  | <b>Company</b>  | <b>Catalog number</b> | <b>Concentration</b> |
|----------------|-----------------|-----------------------|----------------------|
| AKAP12         | Collaborator    | N/A                   | 1:300                |
| FOXL2          | Abcam           | Ab5096                | 1:300                |
| EGFR           | EGFR            | ab32077               | 1:400                |
| FOXA1          | FOXA1           | Ab170933              | 1:200                |
| dsRED          | Clontech        | 632496                | 1:1000               |
| E-cadherin     | Abcam           | Ab11512               | 1:500                |
| Alexafluor 488 | Invitrogen      | A21208/A21206         | 1:400                |
| Alexfluor 568  | Invitrogen      | A10042                | 1:400                |
| Alexfluor 647  | Life Technology | A21084                | 1:400                |

How the deposited data were processed for this re-analysis (not part of the article)

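Single-cell mRNA was measured in 4 E16.5 mouse penises, 2 control (no Cre) and 2 *Nr5a1 tdTomato+* cell–ablated. The labels of the samples and the text both give E16.5, while a header above the single-cell panels gives E17.5; E16.5 is used. The authors sequenced 10x Genomics libraries, pooled on 1 flow cell, and aligned them with Cell Ranger (the methods name version 3, the header of the deposited count files 4.0.0) to mm10 with reporter sequences added. The deposited values are UMI counts per gene and cell, whole numbers without normalization, for cells called by that software and with no later filter. They list 32287 features, 32285 of them Ensembl genes. The developmental series of the paper was not analysed here.

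From the counts, cells with more than 1000 and fewer than 7500 UMIs, at most 25% mitochondrial, 25% *Hba* and 50% *Hbb* counts were kept. Seurat 5.3.0 in R 4.3.3 clustered them. A cluster was named where at least 3 markers of a class were enriched (detected in at least 5% of its cells and at a log2 fold of at least 0.8 over the other cells, after adding 10 CPM), where a marker was among its 25 leading genes and where no other class had more markers among its 10 leading genes. These thresholds were set after the data were seen; the marker lists were set before. Doublets were not removed in the main setting. Scrublet (in scanpy 1.11.5) called 0 cells with its automatic threshold, so leaving out its calls changed nothing, and the cells with the highest scores, as many as a rate of 0.8% per 1000 cells gives, were left out in an added alternative.

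Counts were summed per sample and population and tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, genotype only) with Benjamini-Hochberg adjustment within a population. Shares of cells were tested with the same test on cell numbers. DESeq2 1.42.0 and edgeR's likelihood ratio test were alternatives. limma 3.58.1 ran camera (preset correlation 0.01, prior count 2) and fry on 4 gene lists fixed before: glucocorticoid-induced, androgen-induced, dissociation stress and *Nr5a1* lineage genes. Genes named in the text are those the paper names for this experiment, members of the lists, sex and reporter genes, and in each population up to 3 that rose and 3 that fell most among called genes with a mean of at least 20 CPM and no overlap between genotypes; genes that lead clusters and leading genes of the interaction were chosen after their values were seen. UMI totals and cells per sample are given with the description of the data. Gene coordinates are from the GRCm38 annotation. The remaining steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3; figures were drawn with matplotlib 3.10.9.

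The tests were tried on simulated counts with 200 genes changed by 1 on the log2 scale. Over all cells 60.5% were recovered, with a median of 7 false calls among 15976 genes. In the periurethra drawn down to 92 cells per sample, 27% were recovered. camera called an unchanged list in 1 of 3 runs in the corpus cavernosum and in the epithelium. Alternatives were the tests named, no filter on low counts, the replicate number as a block, other cell limits, doublet treatment, resolutions 0.4 and 1.2, clustering without genotype genes, thinning to 1000 UMIs and leaving out each sample. Genotype genes were those with an unadjusted p under 0.05 over all cells in edgeR's quasi-likelihood test. Gene ontology and pathway analyses were not repeated here. Some results for single genes are not reported here.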

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

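The test of equal cell numbers at the size of the epithelium and the test of the reporter allele were chosen only after the results were seen, while the tests of the hormone and stress lists were chosen before the data were examined.

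Reporter transcripts were found in the ablated penises alone. The paper's methods describe leaky *tdTomato* transcripts at a low background level throughout most cells, but give no values for the controls. *tdTomato* had 0 UMIs in both controls and 4828 in the kept cells of the ablated penises, spread over all 22 populations of both ablated samples, in 5.41% to 34.5% of the cells of a population and sample. Only 23 and 2 cells of the deposited ablated libraries held more than 10 UMIs, the number above which the methods call a cell positive. The spread over 22 populations is what the leak described in the methods would give. It is also consistent with an allele that only the ablated embryos carried, but an allele that stays silent without Cre would also give 0 in the controls, so these cannot be told apart. The methods list a *tdTomato* allele in the ablated genotype, while the results name the toxin allele alone in both groups. The sample labels call the controls DTA- and WT. These descriptions differ and do not settle which Rosa alleles the controls carried. RNA of labelled cells released into the suspension was not tested separately and stays open too.

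In edgeR's interaction test of periurethra and epithelium, 47 of 10686 genes were called (20 higher and 27 lower in the periurethra relative to the epithelium). At an unadjusted p under 0.05 were 703 genes. In the epithelium alone 4905 genes passed the filter on low counts, so many of the 10686 had few counts there. For such genes the test cannot tell a different response from low expression in the epithelium. Leading genes, named after their values were seen, were *Gja1* (2.81), *Lum* (3.99) and *Dcn* (2.38), and *Mt1* (-3.18) and *Map1b* (-2.89). Fewer cells in the epithelium could not alone account for its smaller number of calls: at the same 92 cells per sample the periurethra had a median of 96.5 calls and the epithelium 0. The test had less power in the epithelium even so: 4.5% of simulated changes of 1 on the log2 scale were recovered there with all its cells, against 27% in the periurethra at 92 cells. Groups that each mixed the genotypes gave 25 and 2 calls in the epithelium, against 0 and 0 in the periurethra. The number of 47 genes is sensitive to processing, at 8 with DESeq2, 8 after thinning to 1000 UMIs and 131 without the upper UMI limit. What stays open is a larger spread between the epithelium samples, free RNA from the many mesenchymal cells in the few epithelial cells, which was not tested, and a biological difference between the tissues.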

How the results depend on the processing

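Leaving out the highest doublet scores, crossing the replicate numbers, the smaller equal cell number and removing the genes shared by the hormone lists were tests chosen only after the results were seen. Values are given where a setting moved a number by more than 1.5 times, changed a call or changed a direction; the number in the main setting follows "against". The cause of these changes was not tested, except that thinning leaves fewer UMIs by construction.

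Of 216 comparisons of a number of differentially expressed genes with its value under another setting, 93 stayed within 1.5 times and 123 moved. The numbers are therefore tied to the test and filter used. With all cells, even the order of corpus cavernosum above periurethra turned without the filter on low counts (94 against 886) and with the replicate block (518 against 638). At 333 cells per sample this order held without the filter (723.5 against 572.5) and with the block (462 against 422.5). It turned there with DESeq2 (144 against 166.5).

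DESeq2 gave 554 differentially expressed genes against 55 in all cells, 156 against 257 in cluster 0, 98 against 376 in cluster 10, 12 against 29 in cluster 11, 36 against 90 in cluster 15, 259 against 904 in cluster 5, 474 against 1259 in cluster 7, 319 against 817 in the corpus cavernosum, 186 against 403 in the distal glans, 5 against 0 in mast cells, 2 against 7 in pericytes, 45 against 15 in proliferative cells, 6 against 20 in red blood cells and 254 against 383 in the subdermal prepuce. DESeq2 changed the median at 333 cells per sample to 144 against 512.5 in the corpus cavernosum, 34 against 157 in the distal glans, 166.5 against 298 in the periurethra, 21 against 35 in proliferative cells and 193.5 against 313.5 in the subdermal prepuce. DESeq2 gave 8 genes against 47 in the interaction test of periurethra and epithelium. DESeq2 also called *Timp1* in all cells (-0.71), *Col6a6* in all cells (-2.27) and *Grem1* in the periurethra (2.81).

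The likelihood ratio test gave 657 differentially expressed genes against 55 in all cells, 408 against 257 in cluster 0, 75 against 29 in cluster 11, 170 against 90 in cluster 15, 151 against 50 in cluster 16, 61 against 3 in cluster 26, 626 against 403 in the distal glans, 3 against 1 in the endothelium, 5 against 0 in the epithelium, 686 against 255 in the general prepuce, 6 against 0 in macrophages, 23 against 0 in mast cells, 16 against 7 in pericytes, 651 against 362 in the periurethra, 160 against 15 in proliferative cells, 49 against 20 in red blood cells and 599 against 383 in the subdermal prepuce. The likelihood ratio test changed the median at 333 cells per sample to 249.5 against 157 in the distal glans, 429.5 against 213 in the general prepuce, 494.5 against 298 in the periurethra, 127.5 against 35 in proliferative cells and 541 against 313.5 in the subdermal prepuce. The likelihood ratio test gave 79 genes against 47 in the interaction test of periurethra and epithelium. The likelihood ratio test also called *Myocd* in all cells (-1.58), *Timp1* in all cells (-0.70), *Col6a6* in all cells (-2.27), *Grem1* in the periurethra (2.78) and *Scube2* in the periurethra (-2.42).

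Leaving out the filter gave 658 differentially expressed genes against 55 in all cells, 533 against 257 in cluster 0, 76 against 29 in cluster 11, 210 against 90 in cluster 15, 203 against 50 in cluster 16, 63 against 3 in cluster 26, 94 against 817 in the corpus cavernosum, 737 against 403 in the distal glans, 17 against 1 in the endothelium, 52 against 0 in the epithelium, 1055 against 255 in the general prepuce, 15 against 0 in macrophages, 69 against 0 in mast cells, 11 against 5 in neural cells, 23 against 7 in pericytes, 886 against 362 in the periurethra, 283 against 15 in proliferative cells, 51 against 20 in red blood cells and 799 against 383 in the subdermal prepuce. Testing every gene with a count changed the median at 333 cells per sample to 301 against 157 in the distal glans, 678 against 213 in the general prepuce, 572.5 against 298 in the periurethra, 21.5 against 35 in proliferative cells and 63.5 against 313.5 in the subdermal prepuce. Unfiltered counts gave 76 genes against 47 in the interaction test of periurethra and epithelium. Leaving out the filter set the number of called set tests at 2 against 1 for the dissociation stress list (lower). Testing every gene with a count left above the threshold the adjusted p of the androgen-induced list in the distal glans (0.145) and proliferative cells (0.0631), of the dissociation stress list in neural cells (0.0818), of the Nr5a1 lineage list in the corpus cavernosum (0.365). Unfiltered counts took below the threshold the adjusted p of the dissociation stress list in the periurethra (0.0408), of the Nr5a1 lineage list in the periurethra (0.00911). Leaving out the filter turned the direction, with no call on either side, of the glucocorticoid-induced list in the epithelium (0.661), of the dissociation stress list in all cells (0.995). Testing every gene with a count no longer called *Timp1* in the corpus cavernosum (-1.40). Unfiltered counts also called *Myocd* in all cells (-1.59), *Timp1* in all cells (-0.72), *Col6a6* in all cells (-2.28), *Grem1* in the periurethra (2.69) and *Scube2* in the periurethra (-2.43).

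The replicate numbers are shared between the genotypes but neither the paper nor the labels say that they mark litters or days. Deviations of samples with the same number from their group means had a correlation of -0.234 over all cells, -0.155 in the corpus cavernosum and -0.0651 in the periurethra, so the numbers do not pair the samples. The replicate block gave 334 differentially expressed genes against 55 in all cells, 596 against 376 in cluster 10, 49 against 29 in cluster 11, 194 against 90 in cluster 15, 518 against 817 in the corpus cavernosum, 5 against 1 in the endothelium, 10 against 0 in the epithelium, 4 against 7 in pericytes, 638 against 362 in the periurethra and 32 against 20 in red blood cells. The replicate block changed the median at 333 cells per sample to 242 against 157 in the distal glans. The replicate block moved the number of populations with a changed share to 0 against 1 and the log2 ratio of shares in smooth muscle-like cells to -3.25 against -3.11 (no longer called). The replicate block set the number of called set tests at 2 against 1 for the dissociation stress list (lower). The replicate block took below the threshold the adjusted p of the dissociation stress list in the periurethra (0.0302), of the Nr5a1 lineage list in the periurethra (0.0471). The replicate block turned the direction, with no call on either side, of the dissociation stress list in all cells (0.935). The replicate block also called *Myocd* in all cells (-1.59), *Col6a6* in all cells (-2.10), *Grem1* in the periurethra (2.72) and *Scube2* in the periurethra (-2.53). Crossing the replicate block gave 1667 differentially expressed genes against 55 in all cells, 464 against 257 in cluster 0, 133 against 29 in cluster 11, 2 against 50 in cluster 16, 98 against 3 in cluster 26, 1846 against 817 in the corpus cavernosum, 822 against 403 in the distal glans, 1 against 0 in the epithelium, 669 against 255 in the general prepuce, 4 against 0 in mast cells, 38 against 7 in pericytes, 713 against 362 in the periurethra, 433 against 15 in proliferative cells, 101 against 20 in red blood cells and 800 against 383 in the subdermal prepuce. Crossing the replicate block also called *Grem1* in all cells (-0.68), *Scube2* in all cells (-0.76), *Myocd* in all cells (-1.60), *Timp1* in all cells (-0.70), *Col6a6* in all cells (-2.11), *Grem1* in the periurethra (2.56) and *Grem1* in the corpus cavernosum (-0.64).

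Lifting the upper limit gave 20 differentially expressed genes against 55 in all cells, 1271 against 817 in the corpus cavernosum, 7 against 1 in the endothelium, 3 against 255 in the general prepuce, 7 against 0 in mast cells, 3 against 7 in pericytes, 103 against 15 in proliferative cells and 83 against 20 in red blood cells. Keeping the deepest cells gave 131 genes against 47 in the interaction test of periurethra and epithelium. Re-clustering with no upper UMI limit moved the number of populations with a changed share to 2 against 1 and the log2 ratio of shares in the epithelium to -5.31e-05 against 0.0606 (reversed, without a call). Lifting the upper limit set the number of called set tests at 5 against 9 for the androgen-induced list (lower) and 3 against 5 for the dissociation stress list (higher). Keeping the deepest cells left above the threshold the adjusted p of the androgen-induced list in the corpus cavernosum (0.0693), the distal glans (0.107) and the endothelium (0.145), of the dissociation stress list in the endothelium (0.120) and neural cells (0.341). Re-clustering with no upper UMI limit turned the direction, with no call on either side, of the glucocorticoid-induced list in the epithelium (0.341), of the androgen-induced list in the epithelium (0.379). Lifting the upper limit also called *Scube2* in the periurethra (-2.66) and *Grem1* in the corpus cavernosum (-0.78). Keeping the deepest cells turned the sign, without a call, of *Srd5a2* in the corpus cavernosum (0.0969).

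Removing high doublet scores gave 105 differentially expressed genes against 55 in all cells, 6 against 20 in red blood cells and 218 against 383 in the subdermal prepuce. Removing high doublet scores moved the number of populations with a changed share to 2 against 1, the log2 ratio of shares in the epithelium to -0.0227 against 0.0606 (reversed, without a call) and the log2 ratio of shares in the subdermal prepuce to -1.70 against -0.97 (now called). Removing high doublet scores no longer called *Myocd* in the subdermal prepuce (-1.06) and *Adamts9* in the subdermal prepuce (-0.98). Removing high doublet scores also called *Scube2* in the periurethra (-2.61) and *Grem1* in the corpus cavernosum (-0.73). Removing high doublet scores turned the sign, without a call, of *Nrg1* in the subdermal prepuce (0.0487). Resolution 0.4 gave 66 differentially expressed genes against 255 in the general prepuce and 2 against 0 in mast cells. Resolution 0.4 moved the log2 ratio of shares in the general prepuce to -0.0390 against 0.95 (reversed, without a call). Resolution 0.4 also called *Grem1* in the corpus cavernosum (-0.74). Resolution 1.2 gave 71 differentially expressed genes against 255 in the general prepuce, 1 against 7 in pericytes, 35 against 15 in proliferative cells and 32 against 20 in red blood cells. Resolution 1.2 moved the number of populations with a changed share to 7 against 1, the log2 ratio of shares in the general prepuce to -0.00170 against 0.95 (reversed, without a call) and the log2 ratio of shares in the subdermal prepuce to -4.96 against -0.97 (now called). Resolution 1.2 also called *Grem1* in the corpus cavernosum (-0.74). Clustering without genotype genes gave 9 differentially expressed genes against 15 in proliferative cells. Clustering without genotype genes moved the number of populations with a changed share to 0 against 1 and the log2 ratio of shares in the periurethra to -0.0659 against 0.0524 (reversed, without a call). Clustering without genotype genes also called *Grem1* in the corpus cavernosum (-0.68). TMM over the populations moved the log2 ratio of shares in mast cells to 0.0119 against -0.0659 (reversed, without a call).

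Thinning to 1000 UMIs gave 105 differentially expressed genes against 55 in all cells, 433 against 817 in the corpus cavernosum, 226 against 403 in the distal glans, 0 against 1 in the endothelium, 128 against 255 in the general prepuce, 190 against 362 in the periurethra, 36 against 15 in proliferative cells, 0 against 20 in red blood cells and 154 against 383 in the subdermal prepuce. The thinned cells gave 8 genes against 47 in the interaction test of periurethra and epithelium. Equal depth of all cells lowered the share of cells with a UMI to 2.24% against 7.68% for *Grem1* in control penises, 1.63% against 5.26% for *Grem1* in ablated penises, 0.338% against 1.27% for *Scube2* in control penises and 0.182% against 0.601% for *Scube2* in ablated penises. Thinning to 1000 UMIs set the number of called set tests at 6 against 11 for the glucocorticoid-induced list (lower). The thinned cells left above the threshold the adjusted p of the glucocorticoid-induced list in the distal glans (0.0513). Equal depth of all cells took below the threshold the adjusted p of the dissociation stress list in red blood cells (0.0246). Thinning to 1000 UMIs turned the direction, with no call on either side, of the glucocorticoid-induced list in the endothelium (0.787), of the dissociation stress list in macrophages (0.781) and mast cells (0.781). The thinned cells no longer called *Timp1* in the corpus cavernosum (-1.26) and *Myocd* in the subdermal prepuce (-1.35). Equal depth of all cells turned the sign, without a call, of *Col23a1* in all cells (-0.0245).

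The gene set calls depended on the test. Of 30 called by camera with a preset correlation, 1 was also called by fry after adjustment (glucocorticoid-induced genes in the corpus cavernosum, adjusted p = 0.00739) and 16 had an unadjusted p under 0.05; with a correlation estimated from the data, 0 were called and 3 had an unadjusted p under 0.05. An estimated correlation set the number of called set tests at 0 against 11 for the glucocorticoid-induced list (lower), 0 against 9 for the androgen-induced list (lower), 0 against 1 for the dissociation stress list (lower), 0 against 5 for the dissociation stress list (higher) and 0 against 4 for the Nr5a1 lineage list (lower). An estimated correlation left above the threshold the adjusted p of the glucocorticoid-induced list in all cells (0.326), the corpus cavernosum (0.326), the distal glans (0.494), the general prepuce (0.326), macrophages (0.385), mast cells (0.466), neural cells (0.566), the periurethra (0.326), proliferative cells (0.326), red blood cells (0.385) and the subdermal prepuce (0.326), of the androgen-induced list in all cells (0.326), the corpus cavernosum (0.385), the distal glans (0.466), the endothelium (0.573), the general prepuce (0.326), the periurethra (0.404), proliferative cells (0.430), red blood cells (0.326) and the subdermal prepuce (0.326), of the dissociation stress list in the distal glans (0.573), the endothelium (0.573), the epithelium (0.573), the general prepuce (0.731), neural cells (0.822) and pericytes (0.466), of the Nr5a1 lineage list in all cells (0.638), the corpus cavernosum (0.573), the general prepuce (0.385) and the subdermal prepuce (0.326). The fry test set the number of called set tests at 1 against 11 for the glucocorticoid-induced list (lower), 0 against 9 for the androgen-induced list (lower), 0 against 1 for the dissociation stress list (lower), 0 against 5 for the dissociation stress list (higher) and 0 against 4 for the Nr5a1 lineage list (lower). The fry test left above the threshold the adjusted p of the glucocorticoid-induced list in all cells (0.0825), the distal glans (0.103), the general prepuce (0.0963), macrophages (0.100), mast cells (0.394), neural cells (0.490), the periurethra (0.0825), proliferative cells (0.192), red blood cells (0.318) and the subdermal prepuce (0.0825), of the androgen-induced list in all cells (0.0825), the corpus cavernosum (0.0963), the distal glans (0.103), the endothelium (0.613), the general prepuce (0.100), the periurethra (0.100), proliferative cells (0.363), red blood cells (0.100) and the subdermal prepuce (0.0963), of the dissociation stress list in the distal glans (0.544), the endothelium (0.613), the epithelium (0.613), the general prepuce (0.716), neural cells (0.869) and pericytes (0.490), of the Nr5a1 lineage list in all cells (0.525), the corpus cavernosum (0.476), the general prepuce (0.137) and the subdermal prepuce (0.0825). Removing both lists' genes set the number of called set tests at 5 against 9 for the androgen-induced list (lower). Removing both lists' genes left above the threshold the adjusted p of the glucocorticoid-induced list in the distal glans (0.0608) and macrophages (0.211), of the androgen-induced list in the corpus cavernosum (0.561), the distal glans (0.157), the endothelium (0.132) and proliferative cells (0.186). Removing both lists' genes turned the direction, with no call on either side, of the glucocorticoid-induced list in the endothelium (0.971), of the androgen-induced list in macrophages (0.555). Where a setting has fewer populations to test, as after thinning, the number of calls falls by construction.

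Each sample was also left out in turn, which leaves 1 sample in a group, and no test was run there. The number of genes with a log2 fold change of at least 1 then ranged from 393 to 568 in the distal glans (358 with all samples), from 245 to 369 in the endothelium (118 with all samples), from 322 to 466 in the epithelium (182 with all samples), from 177 to 286 in macrophages (88 with all samples), from 272 to 480 in mast cells (214 with all samples), from 213 to 361 in neural cells (105 with all samples), from 201 to 730 in pericytes (179 with all samples), from 666 to 1093 in the periurethra (694 with all samples), from 343 to 552 in proliferative cells (289 with all samples) and from 344 to 607 in red blood cells (258 with all samples). The log2 ratio of shares of cells ranged from -0.45 to 0.44 in the epithelium, from -0.40 to 0.0176 in macrophages, from -0.13 to 0.46 in neural cells, from -0.42 to 1.12 in pericytes, from -1.61 to -0.0479 in red blood cells, from -4.19 to -2.49 in smooth muscle-like cells, from -1.43 to -0.28 in the subdermal prepuce, from -0.0397 to 0.73 in the distal glans, from -0.40 to 0.27 in mast cells and from -0.28 to 0.32 in the periurethra. The smooth muscle-like share is given to show how the test depends on the setting and is not taken as a change in cell number, since its leading genes differ between the genotypes. The list of genes that follows also holds lineage genes that did not move by more than 1.5 times. Among these are *Timp1* in all cells and in the periurethra, and *Scube2* in the subdermal prepuce. The list leaves out *Grem1* in the corpus cavernosum (from -0.92 to -0.29), which did move by more, and *Myocd* in all cells (from -2.19 to -1.07). It leaves out *Grem1* in all cells too, whose range is given with its main result. For *Nr5a1* lineage genes that moved, and for each reported gene whose sign changed, log2 fold changes ranged from -1.44 to -0.21 for *Scube2* in all cells, from -0.73 to -0.68 for *Timp1* in all cells, from -2.82 to -1.36 for *Col6a6* in all cells, from 1.28 to 3.53 for *Grem1* in the periurethra, from -3.20 to -2.09 for *Scube2* in the periurethra, from -0.77 to -0.56 for *Timp1* in the periurethra, from -1.71 to -1.14 for *Timp1* in the corpus cavernosum, from -1.48 to -1.003 for *Scube2* in the subdermal prepuce, from -2.00 to -1.32 for *Col23a1* in the subdermal prepuce, from -1.77 to -1.11 for *Col6a6* in the subdermal prepuce, from -1.08 to -0.0577 for *Nrg1* in the subdermal prepuce, from -0.22 to 0.69 for *Timp1* in the subdermal prepuce, from -0.74 to 0.0424 for *Adamts9* in all cells, from -0.0906 to 0.28 for *Col23a1* in all cells, from -0.0628 to 0.34 for *Nrg1* in all cells and from -0.41 to 0.37 for *Srd5a2* in the corpus cavernosum.

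Among 842 comparisons of single genes other than the *Nr5a1* lineage genes, 757 kept direction and call, 59 were no longer called, 25 were newly called and 1 changed sign. Equal cell numbers were not run on other cell sets, other clusterings, thinned cells or crossed blocks. Unnamed clusters were compared in the main clustering alone, since their numbers do not carry over to other clusterings. No cluster was named smooth muscle-like without the genotype genes or without the upper UMI limit, so the numbers of changed shares there are no test of it. Resolution 0.4 has no named periurethra, macrophages or subdermal prepuce. No cluster was named subdermal prepuce without the upper UMI limit or without the genotype genes either. At resolution 1.2 its genes were not tested, since 1 ablated penis held only 10 of its cells. The general prepuce was not tested without the genotype genes, since 1 control held only 8 of its cells. The doublets that Scrublet was to call were 0 cells, so that planned setting was not run. Small changes would be missed in the epithelium, where 4.5% of simulated changes of 1 on the log2 scale were recovered. The number of cells does not alone account for this, since 27% were recovered in the periurethra at 92 cells per sample.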

Differences from the paper's values

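The crossed replicate block and leaving out the highest doublet scores were tests chosen only after the result was seen; the other alternatives named here were set before the data were examined.

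In the periurethra before re-clustering, the paper gives 425 differentially expressed genes. The 362 here, also from a joint clustering, lie within 1.5 times of 425. DESeq2 (275), the likelihood ratio test (651), no filter on low counts (886), the replicate block (638) and thinning (190) do not. For the re-clustered periurethra the paper gives 654, and the cells were not clustered again here. The likelihood ratio test (651), the replicate block (638), no filter (886) and no upper UMI limit (495) come within 1.5 times of 654. DESeq2 (275), resolution 1.2 (375), clustering without genotype genes (383) and thinning (190) do not. In the preputial mesenchyme the paper gives 385, against 255 in the general prepuce. DESeq2 (291) and the replicate block (364) close this gap; the likelihood ratio test (686), no filter (1055), no upper UMI limit (3), resolution 0.4 (66), resolution 1.2 (71) and thinning (128) do not. The paper's 217 genes in the subdermal prepuce stand against 383. DESeq2 (254), the replicate block (307) and thinning (154) come within 1.5 times; the likelihood ratio test (599) and no filter (799) do not. Of the settings chosen after seeing the values, the crossed replicate block gives 713, within 1.5 times of the 654 of the re-clustered periurethra. Leaving out the highest doublet scores gives 218 for the subdermal prepuce, 280 for the general prepuce and 6 for red blood cells. Each of these lies within 1.5 times of the paper's value. For the urethra epithelium the paper gives 33, against 0 in the epithelium, which here is mostly epidermis-like; none of the alternatives set before the data were examined closed the gap.

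Values read from a figure follow. The epithelium has about 64 genes in fig. S10A, read by eye, against 0; no filter on low counts gives 52. Neural cells have about 33 in fig. S10A, read by eye, against 5, and no alternative closes the gap. Proliferative cells have about 200 in fig. S10A, read by eye, against 15; the likelihood ratio test gives 160 and no filter 283. Mast cells have about 21 in fig. S10A, read by eye, against 0; the likelihood ratio test gives 23. Macrophages have about 16 in fig. S10A, read by eye, against 0; no filter gives 15. The endothelium has about 5 in fig. S10A, read by eye, against 1; the replicate block gives 5 and no upper UMI limit 7. Red blood cells have about 4 in fig. S10A, read by eye, against 20; DESeq2 gives 6. In each case the other alternatives set before the data were examined do not close the gap.

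The paper states that *Grem1* and *Scube2* were significantly lower. Both were lower over all cells, at log2 fold changes of -0.65 and -0.71, but not called there by edgeR's quasi-likelihood test (adjusted p = 0.425 and 0.477 with Benjamini-Hochberg adjustment) nor under any alternative set before the data were examined. With crossed replicate numbers as a block, a setting chosen after seeing the values, both were called (-0.68 and -0.76). *Grem1* was called in the subdermal prepuce, whose cells depend on the clustering. The paper ranks the periurethra second by number of changed genes; here the distal glans (403) and the subdermal prepuce (383) lie above it among named populations, and unnamed clusters 7 (1259) and 5 (904) lie above the corpus cavernosum. These numbers come from unequal numbers of cells. At 333 cells per sample the periurethra (298) lies above the distal glans (157), and the subdermal prepuce (313.5) has the same range as the periurethra (243 to 355). The paper also counts ventral and dorsal distal glans separately, which are joined here. *Timp1*, which the paper shows as significantly altered in the periurethra, was lower there but not called (-0.68, adjusted p = 0.239 from edgeR's quasi-likelihood test), and no alternative called it there. The text names *Cnn1* where the figure legend names *Ccn1*; *Cnn1* was not tested in the periurethra and *Ccn1* was called (-1.83).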

Other observations

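The tests of the reporter allele, of the genes near its locus, of free RNA from red blood cells and of hemoglobin with each sample left out were chosen only after the results were seen, as was the removal of genes shared by the hormone lists.

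Glucocorticoid-induced genes, a list fixed beforehand because the adrenals are lost in the ablated embryos, were lower in the ablated penises. Over all cells their median log2 fold change was -0.73, 12 of 14 genes were lower and camera gave a model-based p = 3.75e-06 for the set, below what an exact permutation test of 2 against 2 samples can reach (adjusted p = 1.92e-05 over 46 set tests with Benjamini-Hochberg adjustment). The list was lower at an adjusted p under 0.05 in 11 of 14 tests, and in the periurethra its median was -1.64. The strength of this evidence depends on the test: fry gave p = 0.0108 over all cells (adjusted p = 0.0825) and a correlation estimated from the data gave an adjusted p of 0.326. *Fkbp5* fell by 2.63 on the log2 scale over all cells (standard error 0.12, adjusted p = 0.00356 from edgeR's quasi-likelihood test), from 77.1 ± 0.722 to 12.4 ± 0.446 CPM (SD, n = 2 each). The hypothesis of a lower glucocorticoid signal predicted a lower list and fits this, but the list was also tested in cells whose genotype differs in other ways, and no hormone was measured.

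Androgen-induced genes behaved alike over all cells, with a median of -1.11, 7 of 9 genes lower and p = 7.85e-06 by camera (adjusted p = 3.01e-05 with Benjamini-Hochberg adjustment), in 9 of 11 tests, against fry p = 0.00898 and an adjusted p of 0.326 with the estimated correlation. A lower androgen signal after loss of testis tissue is a candidate explanation. The hormone lists share *Fkbp5* and *Zbtb16*; without them, p was 0.000561 for the glucocorticoid-induced and 0.00283 for the androgen-induced list over all cells. The members did not move together everywhere. *Srd5a2* was called lower in 9 of the 13 populations in which it was tested and higher in 0. It fell in the periurethra (-2.28), while in the corpus cavernosum it was at -0.07, and 0.10 without the upper UMI limit. The *Nr5a1* lineage list, part of which the paper chose on other samples, had a median of -0.69 over all cells (adjusted p = 0.0130) and was lower in 4 of 7 tests.

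Dissociation stress genes were tested as a technical explanation of the calls in the periurethra. The prediction was a camera p under 0.05. As a set they gave p = 0.0552 there, again from a model and not an exact test (adjusted p = 0.0819 by camera with Benjamini-Hochberg adjustment), with 15 of 22 genes lower; 2 of the 22, *Nfkbia* (-1.08) and *Klf6* (-0.83), were called, which is 9.09%. The replicate block gave an adjusted p of 0.0302 and no filter on low counts 0.0408. The list leaves out *Ccn1* and *Cxcl1*, immediate early genes the paper names from these samples, so stress and ablation cannot be told apart for such genes. In 5 of 14 tests the list was higher in the ablated penises, as in the distal glans (median 0.49, adjusted p = 0.00034), and in 1, the general prepuce, lower; fry called none of these. After thinning to equal depth, the 276 called genes still tested had a median ratio of log2 fold changes of 0.970. Depth is thus not a likely source of the size of their changes. All 276 (100%) kept their sign, which says little, since they were selected for large differences. Of the 362 called genes, 166 were called again, with fewer UMIs by construction. Of the 3 splits of the 4 samples into 2 and 2, only 1, the real one, gave as many calls in the periurethra; the others gave 0 there, but 3 splits are too few to set a share under 0.05.

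*Gt(ROSA)26Sor* (ENSMUSG00000086429; chromosome 6 of GRCm38, 113067428 to 113077333), the transcript at the locus that carries the reporter and toxin alleles, rose by 2.22 on the log2 scale over all cells (standard error 0.18, adjusted p = 0.0123 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 16.2 ± 2.82 to 75.4 ± 10.8 CPM (SD, n = 2 each), and was higher in all 20 populations in which it was tested, with an adjusted p under 0.05 in 14 of them. Of the 19 tested genes within 500 kb, 0 were called, and the log2 fold changes went both ways, from -0.56 to 0.52. A rise of the whole neighbourhood as the source would need values near 2.22. A smaller local rise stays open: nearby *Thumpd3* (0.52, adjusted p = 0.211 from edgeR), *Setd5* (0.39, adjusted p = 0.237) and *Srgap3* (0.36, adjusted p = 0.386) were higher. An allele carried by the ablated samples alone, with *tdTomato* in all 22 populations, stays open and cannot be told apart from an allele silent without Cre. The paper gives the controls the toxin allele, while the sample labels call them WT, so their Rosa alleles are not settled. The annotation lists *Gt(ROSA)26Sor* as antisense, overlapping the end of *Thumpd3* on the other strand.

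Fewer ablated cells held UMIs of at least 3 of 7 smooth muscle markers: 126 of 7875 and 77 of 8810 cells against 174 of 6573 and 370 of 7874 in the controls, a ratio of mean shares of 0.337. Neither the upper UMI limit nor depth is a likely source of the whole difference, since the ratio was 0.418 without the limit and 0.192 after thinning, with both ablated penises below both controls each time. A loss of cells was not separated from lower expression of the markers in them. Dissection of more or less tissue was not tested, and no test of 2 against 2 penises can go below an exact permutation p of 0.333.

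Hemoglobin transcripts outside the red blood cells were lower in the ablated penises in 20 of 21 populations, with a median ratio of 0.434. With each sample left out in turn the median ranged from 0.188 to 0.606, and 0 to 5 populations were higher, so the size of the difference depends on the library. It was 0.188 with the second ablated library alone and 0.606 with the first. In neural cells the ratio was 0.0261 (13194 ± 6607 against 345 ± 210 CPM, SD, n = 2 each), in mast cells 0.797 (9075 ± 3899 against 7234 ± 3168 CPM). Free RNA from lysed red blood cells as the only cause would lower all populations alike, and these ratios differ, although a test of the difference between populations was not run. Doublets with red blood cells stay open.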
